# Variation-preserving normalization unveils blind spots in gene expression profiling

**DOI:** 10.1038/srep42460

**Published:** 2017-03-09

**Authors:** Carlos P. Roca, Susana I. L. Gomes, Mónica J. B. Amorim, Janeck J. Scott-Fordsmand

## Abstract

RNA-Seq and gene expression microarrays provide comprehensive profiles of gene activity, but lack of reproducibility has hindered their application. A key challenge in the data analysis is the normalization of gene expression levels, which is currently performed following the implicit assumption that most genes are not differentially expressed. Here, we present a mathematical approach to normalization that makes no assumption of this sort. We have found that variation in gene expression is much larger than currently believed, and that it can be measured with available assays. Our results also explain, at least partially, the reproducibility problems encountered in transcriptomics studies. We expect that this improvement in detection will help efforts to realize the full potential of gene expression profiling, especially in analyses of cellular processes involving complex modulations of gene expression.

Since the discovery of DNA structure by Watson and Crick, molecular biology has progressed increasingly fast, with rapid advances in sequencing and related genomic technologies. Among these, DNA microarrays and RNA-Seq have been widely adopted to obtain gene expression profiles, by measuring the concentration of tens of thousands of mRNA molecules in single assays^1^,^2^,^3^,^4^,^5^. Despite their enormous potential^6^,^7^,^8^,^9^, problems of reproducibility and reliability^10^,^11^,^12^ have discouraged their use in some areas, e.g. biomedicine^13^,^14^,^15^,^16^.

The normalization of gene expression, which is required to set a common reference level among samples^17^,^18^,^19^,^20^, has been reported to be problematic, affecting the reproducibility of results with both microarray^21^,^22^,^23^ and RNA-Seq^24^,^25^,^26^,^27^. Batch effects and their influence on normalization have recently received a great deal of attention^28^,^29^,^30^, resulting in approaches aiming to remove unwanted technical variation caused by differences between batches of samples or by other sources of expression heterogeneity^31^,^32^,^33^. A different issue, however, is the underlying assumption made by the most widely used normalization methods to date, such as Median and Quantile normalization^34^ for microarrays, or RPKM (Reads Per Kilobase per Million mapped reads)^4^, TMM (Trimmed Mean of M-values)^35^, and DESeq^36^ normalization for RNA-Seq, which posit that all or most genes are not differentially expressed^25^,^37^,^38^,^39^,^40^. Although it may seem reasonable for many applications, this *lack-of-variation assumption* has not been confirmed. Moreover, results obtained with external controls^37^,^38^,^39^,^41^ or with RT-qPCR^21^,^24^ suggest that it may not be valid.

Some methods have been proposed to address this issue, based on the use of spike-ins^37^,^38^,^39^, negative control probes (SQN, Subset Quantile normalization)^42^, or negative control genes (RUV-2, Remove Unwanted Variation, 2-step)^32^. These methods use external or internal controls that are *known a priori* not to be differentially expressed^43^. Their applicability, however, has been limited by this requirement of a priori knowledge, which is rarely available for a sufficiently large number of controls. In addition, other methods have been proposed to address the lack-of-variation assumption by identifying a subset of non-differentially expressed genes from the assay data, such as Cross-Correlation normalization^44^, LVS (Least-Variant Set) normalization^45^, and NVAS (Nonparametric Variable Selection and Approximation) normalization^46^. While LVS normalization requires setting in advance a number for the fraction of genes to be considered as non-differentially expressed, with values in the range 40–60%^45^, Cross-Correlation and NVAS normalization are expected to degrade in performance when more than 50% of genes are differentially expressed^44^,^46^. More recently, CrossNorm has been introduced^47^, based on the mixture of gene expression distributions from the experimental conditions. This method, however, has been proposed for two experimental conditions, and specially for paired samples. The extension of this approach to experimental designs with unpaired samples and more than a few experimental conditions would lead, as far as we can hypothesize, to an unmanageable size of the data matrix to process.

Thus, to clarify and overcome the limitations imposed by the lack-of-variation assumption, we have developed an approach to normalization that does not assume lack-of-variation and that is suitable to most real-world applications. Hence, we aimed to avoid the need of spike-ins, a priori knowledge of control genes, or assumptions on the number of differentially expressed genes. The analysis of several gene expression datasets using this approach confirmed that our methods reached these goals. Furthermore, our results show that assuming lack-of-variation can severely undermine the detection of gene expression variation in real assays. We have found that large numbers of differentially expressed genes, with substantial expression changes, are missed or misidentified when data are normalized with methods that assume lack-of-variation.

## Results

### *E. crypticus* and Synthetic Datasets

A large gene expression dataset was obtained from biological triplicates of *Enchytraeus crypticus* (a globally distributed soil organism used in standard ecotoxicity tests), sampled under 51 experimental conditions (42 treatments and 9 controls), involving exposure to several substances, at several concentrations and durations according to a factorial design (Supplementary Table S1). Gene expression was measured using a customized high-density oligonucleotide microarray^48^, resulting in a dataset with 18,339 gene probes featuring good hybridization signal in all 153 samples. Taking into account the design of the microarray^48^, we refer to these gene probes as *genes* in what follows.

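The nickel part of this dataset, 30 arrays from 10 conditions with 3 replicates each, was analysed. In its 8 treatments the animals were kept for 3 or 7 days in a natural standard soil with nickel nitrate (NiNO3) or nickel nanoparticles (Ni-NPs), at the concentrations that reduce reproduction by 20% (EC20) or by 50% (EC50). For NiNO3 these were 40 and 60 mg of Ni per kg of soil, and for Ni-NPs 980 and 1760 mg of Ni per kg. The remaining conditions were the controls without added nickel at day 3 and at day 7. RNA from each replicate was labelled with a single dye and hybridized to its own array of 43750 gene probes. The authors read out the spots with the scanner maker's software (Agilent Feature Extraction), which corrected the signal for background, and the values in the files are not normalized between arrays. The log2 of this processed signal was used. Between 29661 probes (Ni-NPs EC50 at day 3, replicate 3) and 40433 probes (Ni-NPs EC20 at day 3, replicate 3) per array had a positive and significant signal, and between 44.9% and 76.3% of the probes on an array were well above background. The 24653 probes (56.3%) with a positive and significant signal on all 30 arrays are the genes of the nickel part, and none of them was saturated on any array. The arrays lay on 10 slides, which were scanned on 3 days with 22, 5 and 3 arrays. The normalization methods were run on the nickel arrays with the study's own code; the other arrays of the dataset were not used here. Differential expression was tested with limma in a single fit to all arrays, each treatment against the control of the same day, with a false discovery rate of 0.05 per treatment. The number of arrays limits the precision of all these values.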

To further explore and compare outcomes between normalization methods, two synthetic random datasets were built and analyzed. One of them was generated with identical means and variances gene-by-gene to the real *E. crypticus* dataset, and under the assumption that no gene was differentially expressed. In addition, normalization factors were applied, equal to those obtained from the real dataset. Thus, this synthetic dataset was similar to the real one, while complying by construction with the lack-of-variation assumption. The other synthetic dataset was also generated with comparable means and variances to the real dataset and with normalization factors, but in this case differential expression was added. Depending on the experimental condition, several numbers of differentially expressed genes and ratios between over- and under-expressed genes were introduced (see Methods). Together, these synthetic datasets with and without differential gene expression represent, respectively, the alternative and null hypotheses for a statistical test of differential gene expression.

### Normalization Methods

The gene expression datasets were normalized with four methods. Two of these methods are the most widely used procedures for microarrays, namely Median (or Scale) normalization and Quantile normalization^34^. (Note that current methods of normalization for RNA-Seq, such as RPKM^4^, TMM^35^, and DESeq^36^, perform between-sample normalization by introducing a scaling per sample obtained with some form of mean or median, using all or a large set of genes. Thus their performance, in what concerns the issues addressed here, is expected to be similar to that of Median normalization for microarrays.)

The other two normalization methods were developed for this study, they being called *Median Condition-Decomposition normalization* and *Standard-Vector Condition-Decomposition normalization*, respectively MedianCD and SVCD normalization in what follows.

With the exception of Quantile normalization, all used methods apply a multiplicative factor to the expression levels of each sample, equivalent to the addition of a number in the usual log_2_-scale for gene expression levels. Solving the *normalization problem* consists of finding these correction factors. This problem can be exactly and linearly decomposed into several sub-problems: one within-condition normalization for each experimental condition and one final between-condition normalization for the condition averages (see Methods). In the within-condition normalizations, the samples (replicates) subjected to each experimental condition are normalized separately, whereas in the final between-condition normalization average levels for all conditions are normalized together. Because there are no genes with differential expression in any of the within-condition normalizations, the lack-of-variation assumption only affects the final between-condition normalization. The assumption is avoided by using, in this normalization, expression levels only from *no-variation genes*, defined as genes that show no evidence of differential expression under a statistical test. An important detail is that the within-condition normalizations ensure good estimates of the within-condition variances, which are required by the statistical test for identifying no-variation genes. This requisite also implies that a minimum of two samples is required per experimental condition. Both methods of normalization proposed here, MedianCD and SVCD normalization, follow this condition-decomposition approach.

With MedianCD normalization, all normalizations are performed with median values, as in conventional Median normalization, but only no-variation genes are employed in the between-condition step. Otherwise, if all genes were used in this final step, the resulting total normalization factors would be exactly the same as those obtained with conventional Median normalization.

For SVCD normalization, a vectorial procedure was developed to carry out each normalization step, called Standard-Vector normalization. The samples of any experimental condition, in a properly normalized dataset, must be *exchangeable*. In mathematical terms, the expression levels of each gene can be considered as an *s*-dimensional vector, where *s* is the number of samples for the experimental condition. After standardization (mean subtraction and variance scaling), these standard vectors are located in a (*s* − 2)-dimensional hypersphere. The exchangeability mentioned above implies that, when properly normalized, the distribution of standard vectors must be invariant with respect to permutations of the samples and must have zero expected value. These properties allow to obtain a robust estimator of the normalization factors, under fairly general assumptions that do not imply any particular distribution of gene expression (see Methods).

It is worth mentioning that the limit case when the number of samples is two (*s* = 2) represents a degenerate case for Standard-Vector normalization, in which the space of standard vectors reduces to a 0-dimensional space with only two points. In this degenerate case, Standard-Vector normalization is equivalent to global Loess normalization^49^,^50^, i.e. Loess normalization without correction for non-linearities with respect to the level of gene expression or microarray print-tips. In this sense, Standard-Vector normalization is a generalization to any number of samples of the approach underlying the different types of Loess normalization.

### Normalization Results

Figure 1 displays the results of applying the four normalization methods to the real and two synthetic datasets. Each panel shows the interquartile range of expression levels for the 153 samples, grouped in triplicates exposed to each experimental condition. Both Median and Quantile normalization (second and third rows) yielded similar outputs for the three datasets. In contrast, MedianCD and SVCD normalization (fourth and fifth rows) detected much greater variation between conditions in the real dataset and the synthetic dataset with differential gene expression. 

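In the nickel part of the real dataset, the variation between conditions was measured as the standard deviation, over the conditions, of the average log2 expression level of all genes. It was 0.186 before normalization, 0.0295 after Median, 0 after Quantile, 0.15 after MedianCD and 0.142 after SVCD normalization. After MedianCD, the average level ran from -0.29 for NiNO3 EC20 at day 3 to 0.22 for Ni-NPs EC50 at day 7, relative to the mean of all conditions. After SVCD, the same conditions were at -0.24 and 0.22. The standard deviation between arrays of one condition (n = 3) was 0.259 before normalization, 0.0510 after Median and MedianCD, and 0.0205 after SVCD. Both of the latter methods align the arrays of a condition before the conditions are compared, so the spread that remains is not the error of a condition's level. Before normalization, the levels of the conditions did not differ by more than arrays assigned to conditions at random (F = 1.54, permutation test with 100000 permutations, p = 0.202). After MedianCD, 3 of 92 random assignments, the real one included, gave at least as large a variation, and after SVCD 2 of 86 did. Their medians were 0.0408 and 0.0184. A further 8 assignments for MedianCD and 14 for SVCD had not converged. Were these counted as equally large, chance could not be excluded. The alternative that moved the variation after MedianCD most was the filter that keeps only probes well above background, which gave 0.206. Scaling the arrays to the spike-in transcripts in place of SVCD gave 0.235, with a standard deviation of 0.479 between arrays of one condition, and the conditions then did not differ by more than arrays assigned at random (F = 0.724, permutation test with 100000 permutations, p = 0.683).

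**Figure D1:**
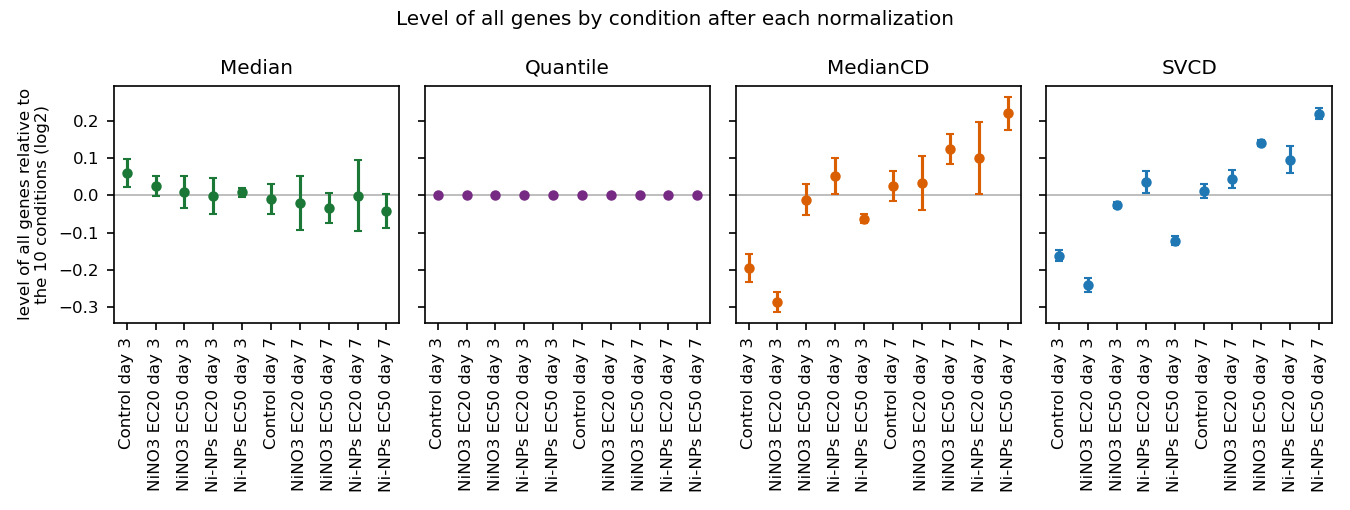
Average log2 expression level of all genes in each nickel condition, relative to the mean of the 10 conditions, after each normalization. Points are means and bars are standard deviations of 3 arrays; the points lie between -0.29 and 0.22 after MedianCD and between -0.24 and 0.22 after SVCD.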

Conventional Median normalization makes, by design, the median of all samples to be the same, while Quantile normalization makes the full distribution of gene expression of all samples to be the same. Hence, if there were differences in medians or distributions between experimental conditions, both methods would have removed them. Such variation was indeed present in the synthetic dataset with differential gene expression (Fig. 1k,n), and hence we can hypothesize the same for the real dataset (Fig. 1j,m).

### Influence of No-Variation Genes on Normalization

To clarify how MedianCD and SVCD normalization preserved the variation between conditions, we studied the influence of the choice of no-variation genes in the final between-condition normalization. To this end, we obtained the between-condition variation as a function of the number of no-variation genes, in two families of cases. In one family, no-variation genes were chosen in decreasing order of *p*-values from the statistical test used to analyze variation between conditions. In the other family, genes were chosen at random. The first option was similar to the approach implemented to obtain the results presented in Fig. 1j–o, with the difference that, there, the no-variation genes were chosen automatically, by a subsequent statistical test performed on the distribution of *p*-values (see Methods).

For the real dataset (Fig. 2a), the random choice of genes resulted in *n*^−1/2^ decays (*n* being the number of chosen genes), followed by a plateau. The *n*^−1/2^ decays reflect the error in the estimation of normalization factors. Selecting the genes by decreasing *p*-values, however, yielded a completely different result. Up to a certain number of genes, the variance remained similar, but for larger numbers of genes the variance dropped rapidly. Figure 2a shows, therefore, that between-condition variation was removed as soon as the between-condition normalizations used genes that changed in expression level across experimental conditions. 

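The same curves were computed for the nickel part, with 294 numbers of genes between 24 and all genes. With MedianCD and genes taken by decreasing p-values, the between-condition variation (standard deviation of the log2 level) had a median of 0.212 for 100 to 1000 genes and 0.201 for 1000 to 5000 genes. It dropped to a median of 0.155 for 5000 to 10000 genes, 0.103 for 10000 to 15000 genes and 0.0377 for larger numbers. With SVCD the corresponding medians were 0.181, 0.165, 0.133, 0.0627 and 0.0149. Random choice gave medians of 0.0671 with MedianCD and 0.0234 with SVCD for 100 to 1000 genes. Genes chosen by decreasing p-values gave the larger variation at 273 of the 294 points with MedianCD and at 279 with SVCD. With all genes, where both choices are the same, the variation was 0.0330 with MedianCD and 0.0162 with SVCD.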

The big circles in Fig. 2a indicate the working points of the normalizations used for the results displayed in Fig. 1j,m. In fact, these points slightly underestimated the variation between conditions. 

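In the nickel part, the statistical test selected 7108 no-variation genes (28.8%) with MedianCD and 6214 (25.2%) with SVCD, of which 6036 were shared, 97.1% of those selected with SVCD. Among genes taken by decreasing p-values, the highest variation was 0.274 with 38 genes for MedianCD and 0.190 with 313 genes for SVCD. With so few genes the MedianCD value was unstable, at 0.140 with 39 genes. For 1000 to 5000 genes the medians were 0.201 for MedianCD and 0.165 for SVCD. The number selected with SVCD moved most under an alternative background correction chosen after the files had been seen (normexp on the median signal), to 10168. Without replicate 3 of Ni-NPs EC20 at day 7 it was 3795.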

Although the statistical test for identifying no-variation genes ensured that no evidence of variation was found, the expression of some selected genes varied across conditions.

The results obtained for the synthetic dataset with differential gene expression (Fig. 2b) were qualitatively similar to those of the real dataset, but with two important differences. The amount of between-condition variation detected (by selecting no-variation genes by decreasing *p*-values) was smaller than with the real dataset, implying that the real dataset had larger differential gene expression. Additionally, the variation detected in the synthetic dataset had a simpler dependency on the number of genes, an indication that the differential gene expression introduced in the synthetic dataset had a simpler structure than that of the real dataset.

Figure 2c shows the results for the synthetic dataset without differential gene expression. There were no plateaus when no-variation genes were chosen randomly, only *n*^−1/2^ decays, and differences were small when no-variation genes were selected by decreasing *p*-values. Big circles show that the working points of Fig. 1l,o were selected with all available genes as no-variation genes, which is the optimum choice when there is no differential gene expression.

Overall, Fig. 2 shows that the between-condition variation displayed in Fig. 1j,k,m,n is not an artifact caused by using an exceedingly small or extremely particular set of genes in the final between-condition normalization, but that this variation originated from the datasets. The positions of the big circles in Fig. 2 highlight the good performance of the statistical approach for choosing no-variation genes in the normalizations carried out for Fig. 1j–o. Besides, the residual variation displayed by the *n*^−1/2^ decays implies that, as estimators of the normalization factors, SVCD normalization features smaller error than MedianCD normalization.

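In the nickel part, with 20 to 100 genes chosen at random, the median of the residual variation was 0.143 for MedianCD and 0.0423 for SVCD normalization, as standard deviations of the log2 level over the conditions. For 1000 to 5000 random genes the medians were 0.0411 and 0.0163, and for 5000 to 10000 they were 0.0348 and 0.0160. With all genes the values were 0.0330 and 0.0162. The curves had thus nearly reached a plateau, so the values at these larger numbers do not measure the error of the factors.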

### Differential Gene Expression

In what follows, we call *detected positives* the differentially expressed genes (DEGs) resulting from the statistical analyses, *treatment positives* the DEGs introduced in the synthetic dataset with differential gene expression, *true positives* the detected positives which were also treatment positives, and *false positives* the detected positives which were not treatment positives. Corresponding terms for *negatives* refer to genes which were not DEGs.

Figure 3 shows the numbers of DEGs detected in the real and synthetic datasets, for each of the 42 experimental treatments compared to the corresponding control (Supplementary Table S2), after normalizing with the four methods. For the real dataset (Fig. 3a), the number of DEGs identified after MedianCD and SVCD normalization were much larger for most treatments, in some cases by more than one order of magnitude. 

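For the nickel treatments, the number of DEGs ran from 3 to 330 after Median, from 3 to 391 after Quantile, from 3 to 369 after MedianCD and from 2 to 417 after SVCD normalization. Summed over the 8 treatments the numbers were 801, 1020, 1309 and 1058. With the conditions of each day normalized apart these sums were 801, 1004, 964 and 903, so Quantile then had the highest. With normexp on the median signal they were 320, 1159, 2211 and 507. MedianCD and SVCD stayed above Quantile with slide as a block (474, 494, 585 and 578), among other alternatives. Without such changes, MedianCD gave more DEGs than Median in 5 treatments, fewer in 1 and as many in 2. SVCD gave more than Median in 6 treatments and fewer in 2. Against Quantile, both MedianCD and SVCD gave more DEGs in 4 treatments. The widest gap was for Ni-NPs EC20 at day 3, with 12 DEGs after Median, 27 after Quantile, 232 after MedianCD and 42 after SVCD. Single arrays changed the size of this gap: without treated replicate 1 the numbers were 3059 after MedianCD and 812 after SVCD, and without treated replicate 2 they were 7 and 6. Control replicates 1 and 2 and treated replicate 1 lay on slide 3 and the other 3 arrays on slides 7 and 8, and with slide as a block the 4 numbers were 15, 16, 38 and 17. Comparing these 2 mixed groups of arrays in place of treated and control gave 0, 0, 7375 and 5870 calls. Over all 72 splits that mix treated and control arrays, the 4 normalizations gave 1117, 1048, 31971 and 24929 calls. More DEGs after MedianCD or SVCD are therefore not by themselves an effect of the treatment. MedianCD differs from Median by a single shift per condition, and the direction of the genes called after one and not the other largely follows that shift. Of the genes called after MedianCD and not after Median, summed over treatments, 628 of 636 were over-expressed, and of those called after SVCD and not after Median 368 of 375 were. Of the genes called only after Median, 119 of 128 were under-expressed when set against MedianCD and 106 of 118 when set against SVCD. In NiNO3 EC20 at day 3, where the median log2 fold change of all genes was -0.10 after MedianCD, all 7 genes called after MedianCD and not after Median were under-expressed. The largest rise in the sums came with only as many genes in the between-condition step as in Fig. 2a, an alternative chosen after the values had been seen, with 3032 DEGs after MedianCD and 3143 after SVCD. The largest fall came with the methods' other test, which takes the variance of each gene by itself and shares none of limma's pooling, and left 7, 8, 18 and 5 DEGs over all treatments after Median, Quantile, MedianCD and SVCD.

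Of the probes well above background and called after SVCD, 4 with the largest changes were chosen by a rule. The files pair no gene name or function with them. Contig07722 rose to a log2 level of 9.99 ± 0.75 (SD, n = 3) in NiNO3 EC50 at day 7, from 4.75 ± 0.26 in the control (log2 fold change 5.24, standard error 0.50, limma adjusted p = 2.04e-06). GYUW2K402HVQN1 rose in the same treatment from 7.29 ± 0.30 to 11.65 ± 0.47 (log2 fold change 4.36, standard error 0.44, limma adjusted p = 2.98e-06). Contig21200 fell there from 8.41 ± 0.27 to 4.99 ± 0.27 (log2 fold change -3.43, standard error 0.34, limma adjusted p = 2.33e-06), and was past the threshold in all 8 treatments. Contig02942 fell in NiNO3 EC50 at day 3 from 9.23 ± 0.14 to 5.92 ± 1.02 (log2 fold change -3.31, standard error 0.54, limma adjusted p = 0.00173). By the rule, all 3 treated arrays lay on one side of all 3 control arrays. The median log2 fold change of all genes after SVCD was 0.11 in NiNO3 EC50 at day 7 and 0.14 at day 3, far below these changes. With the variance of each gene taken by itself, none of the 4 probes passed the threshold, at adjusted p-values from 0.0866 to 0.305. Contig02942 was also not called with limma on only the 6 arrays compared (adjusted p = 0.0816). With another background correction of the median spot signal, chosen after the files had been seen, the log2 fold changes of the 4 probes were smaller, at 3.36, 3.60, -1.86 and -2.48, and all passed the threshold.

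**Figure D2:**
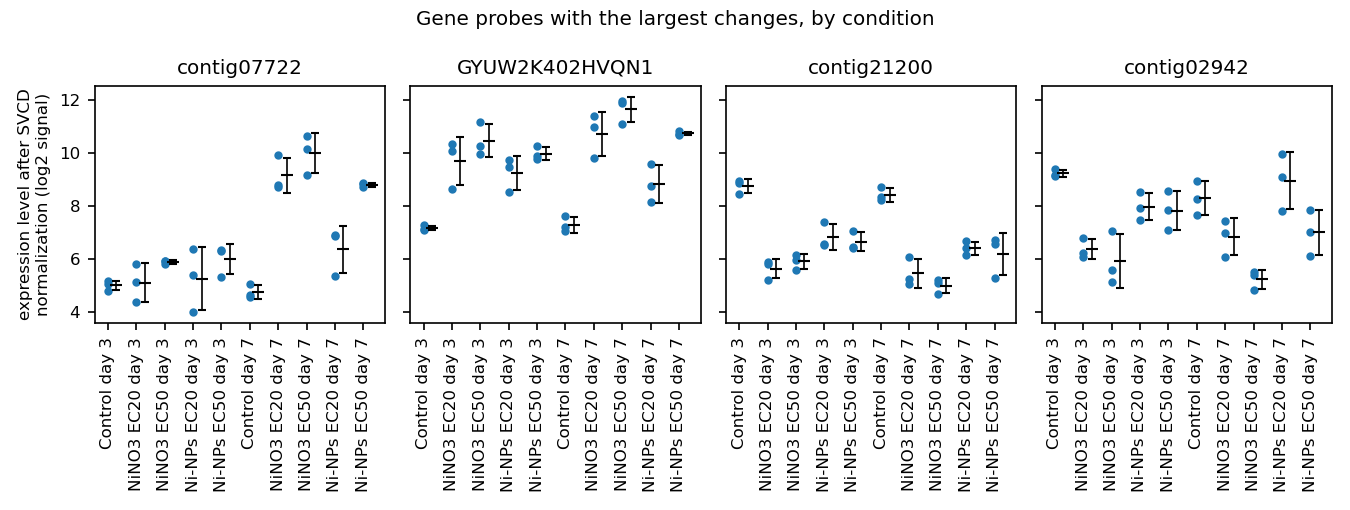
Log2 expression level after SVCD normalization of the 4 gene probes in each nickel condition. Points are single arrays, and the lines beside them are the mean and standard deviation of 3 arrays; contig07722 has means of 4.75 in the control and 9.99 in NiNO3 EC50 at day 7.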

For the synthetic dataset with differential gene expression (Fig. 3b), results were qualitatively similar, but with less differential gene expression detected, consistently with Fig. 2a,b. The number of treatment positives can be displayed in this case (empty black down triangles, Fig. 3b), showing a better correlation, with MedianCD and SVCD normalization, between the number of treatment positives and detected positives. For the synthetic dataset without differential gene expression (Fig. 3c), no DEG was found but for one or two DEGs in two conditions. Given that the false discovery rate was controlled to be less than 5% per treatment, this is expected to happen when evaluating 42 treatments.

Figure 3a reports, for the real dataset, statistically significant changes of gene expression, that is, changes that cannot be explained by chance. Equally important is the effect size, i.e. the scale of detected variation in DEGs, which is displayed by Fig. 4. The boxplots show absolute fold changes of expression level for all DEGs detected after applying each normalization method. MedianCD and SVCD normalization allowed to detect smaller changes of gene expression, which were otherwise missed when using Median and Quantile normalization. This differential gene expression detected with MedianCD and SVCD normalization can hardly be considered negligible, given that, for all treatments, the interquartile range of absolute fold changes was above 1.5-fold, and, for more than 28 (67%) treatments, the median absolute fold change was greater than 2-fold. 

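In all 8 nickel treatments, the median absolute fold change of the DEGs was above 2 and the first quartile above 1.5, after each of the normalizations. For Ni-NPs EC20 at day 7 this rests on 3 DEGs, and on 2 after SVCD. With 3 arrays per group, small changes rarely pass the threshold, so the size of the DEGs is in part set by the selection. With normexp on the median signal, the median for NiNO3 EC50 at day 7 was below 2 after Quantile, MedianCD and SVCD. The medians ran from 2.52 to 4.74 after Median, from 2.40 to 4.25 after Quantile, from 2.20 to 4.07 after MedianCD and from 2.46 to 4.77 after SVCD. The lowest first quartile after MedianCD was 1.92, for Ni-NPs EC20 at day 3, with a median of 2.20 over the DEGs of that treatment. With 1 array left out, that median ran from 1.93 without treated replicate 1 to 4.93 without control replicate 2. After SVCD the lowest first quartile was 1.97, for NiNO3 EC50 at day 7. From the size of the absolute fold changes over all treatments, the paper concludes that the differential gene expression detected with MedianCD and SVCD normalization can hardly be called negligible.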

Interestingly, the scale of differential gene expression detected with MedianCD and SVCD normalization in this assay is of similar magnitude to those reported by studies of global mRNA changes using external controls with microarrays and/or RNA-Seq^37^,^39^.

Figure 5 displays the balance of differential gene expression, i.e. the comparison between the number of over- and under-expressed genes, for the real dataset. The quantity in the *y*-axes is the mean of an indicator variable *B*, which assigns +1 to each over-expressed DEG and −1 to each under-expressed DEG. Hence, balance of differential gene expression corresponds to 

, all DEGs over-expressed to 

, and, for example, 60% DEGs under-expressed to 

. As discussed below, and as it has been reported before^45^,^46^,^51^,^52^, the balance of differential gene expression has a strong impact on the performance of normalization methods. Figure 5 shows that, regardless of the normalization method used, the unbalance of differential gene expression detected in the real dataset was substantial for most conditions. 

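For the nickel treatments, the mean of the indicator variable B ran from -0.0562 to 0.833 after Median, from -0.0811 to 0.520 after Quantile, from -0.209 to 0.983 after MedianCD and from -0.229 to 0.952 after SVCD. Its size was above 0.5 in 2, 1, 4 and 3 treatments, respectively. The exact 95% binomial interval (Clopper-Pearson), which covers counting error only and takes genes as independent, excluded 0 in 2 treatments after Median, 3 after Quantile, 6 after MedianCD and 7 after SVCD. The only interval entirely below 0 was that of NiNO3 EC20 at day 3 after SVCD, and its sign depended on the processing: the balance was 0.0769 with slide as a block, 0.826 on the scale of the spike-in transcripts and 0.2 without control replicate 3. The balance of NiNO3 EC50 at day 3 was -0.0201 after Quantile, 0.687 after MedianCD and 0.545 after SVCD, with 280 over-expressed and 52 under-expressed genes after MedianCD. After SVCD it was -0.0380 without treated replicate 3. For Ni-NPs EC50 at day 7 the balance was 0.583 after Median, 0.917 after MedianCD and 0.906 after SVCD. With normexp on the median signal, chosen after the files had been seen, NiNO3 EC50 at day 3 had -0.514 after MedianCD and -0.528 after SVCD. Ni-NPs EC50 at day 7 had -0.222 after MedianCD under that correction, and 0.583 with the conditions of each day normalized apart. Under the other alternatives run, both balances after MedianCD stayed above 0.

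**Figure D3:**
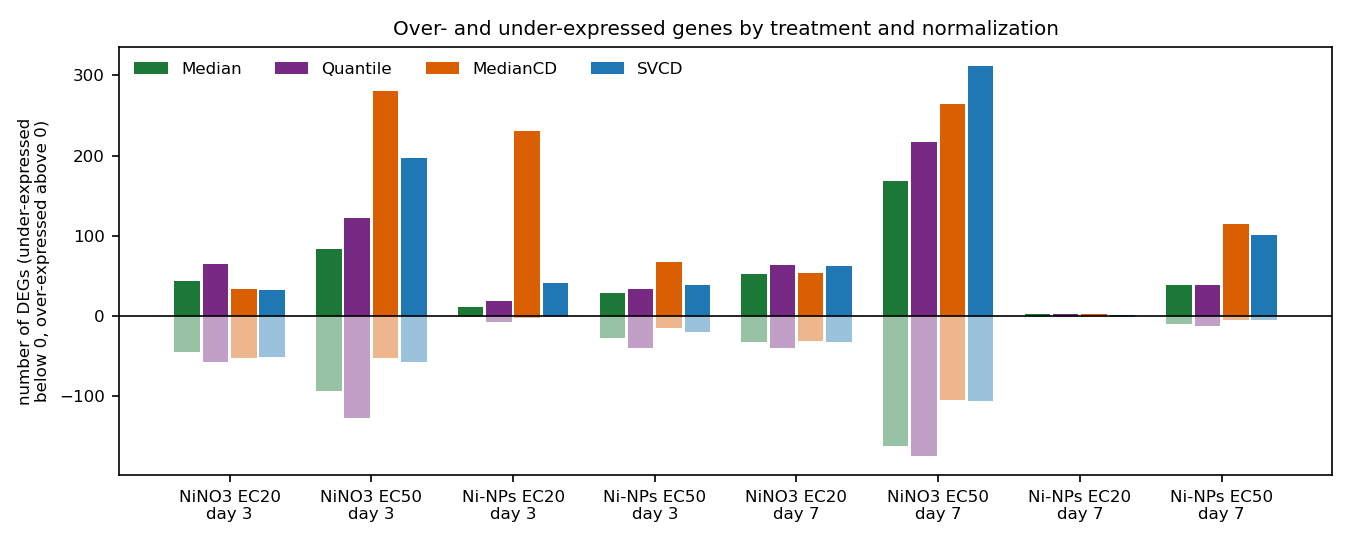
Number of over-expressed genes (above 0) and under-expressed genes (below 0) in each nickel treatment after each normalization. The tallest bar is that of NiNO3 EC50 at day 7 after SVCD, with 311 over-expressed genes.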

Detected unbalances were (in absolute value) larger with MedianCD and SVCD normalization, in both cases with more than 30 (71%) treatments having 

, that is, more than 75% of over- or under-expressed genes. Moreover, the differences between the unbalances detected with Median and Quantile normalization, on one hand, and MedianCD and SVCD normalization, on the other, were specially notorious for the treatments with more DEGs (treatments 26–42, Fig. 3a). In those cases, Median and Quantile normalization resulted in the smallest detected unbalances, whereas MedianCD and SVCD normalization yielded the largest ones, with values near 

 for all but two treatments.

True differential expression was known, by construction, for the synthetic dataset with differential gene expression. Thus, Fig. 6 shows for this dataset the true positive rate (ratio between true positives and treatment positives, also known as statistical power or sensitivity) and the false discovery rate (FDR, ratio between false positives and detected positives). With conditions 1 to 20, which correspond to those conditions with less than approximately 10% of treatment positives (Fig. 3b, empty black down triangles), the true positive rate was similarly low for all normalizations. Regarding the FDR, when the (total) number of detected positives was up to a few tens, variability of the FDR around the target bound at 0.05 is to be expected, given that the bound is defined over an average of repetitions of the multiple-hypothesis test. Yet, the FDR obtained after Median and Quantile normalization was higher than the 0.05 bound for most conditions. More striking, however, was the behavior for conditions 21 to 42 (more than 10% of treatment positives). The true positive rates obtained after Median and Quantile normalization were much lower than those obtained with MedianCD and SVCD normalization, while the FDR after Median and Quantile normalization was clearly over the bound at 0.05. In comparison, MedianCD and SVCD normalization, besides offering better sensitivity of differential gene expression, maintained the FDR consistently below the desired bound.

Figure 7 further explores these results, by representing the true positive rate and false discovery rate (FDR) as a function of the unbalance between over- and under-expressed genes. Figure 7 shows that the unbalance of differential gene expression was a key factor in the results obtained with Median and Quantile normalization. When most DEGs were over- or under-expressed, both the true positive rate and FDR degraded markedly after using Median or Quantile normalization. In contrast, the true positive rate and FDR were not affected by the unbalance of differential gene expression when using MedianCD or SVCD normalization.

Concerning the identification of no-variation genes, both MedianCD and SVCD normalization performed well. In the synthetic dataset without differential gene expression, both methods identified all genes as no-variation genes, which is the best possible result. In the synthetic dataset with differential gene expression, 1,834 genes (10% of a total of 18,339 genes) were, by construction, negatives across all treatments. MedianCD and SVCD normalization detected, respectively, 1,723 and 1,827 no-variation genes, among which 96.9% and 95.2% were true negatives.

### Analysis of the Golden Spike and Platinum Spike Datasets

To provide additional evidence of the performance of MedianCD and SVCD normalization, we analyzed the Golden Spike^53^ and Platinum Spike^52^ datasets. Both of them are artificial real datasets, the largest ones for which true DEGs are known. Hence, they have been widely used to benchmark normalization methods^45^,^46^,^47^,^52^,^53^,^54^,^55^.

The design of the Golden Spike dataset was questioned for reasons concerning, among others, the anomalous null distribution of *p*-values, the lack of biological replicates, and the high concentration of spike-ins^51^,^56^,^57^. Nevertheless, this dataset is worth considering here because it challenges what we claim are key capabilities of our approach, that is, to correctly normalize gene expression data when many genes are differentially expressed, even with large unbalance between over- and under-expression. This dataset consists of microarray data obtained with the Affymetrix GeneChip DrosGenome1, with two experimental conditions and three technical replicates per condition. Excluding Affymetrix internal control probes, the dataset contains a total of 13,966 gene probe sets, of which 3,876 were spiked-in, which we call *known* in what follows. Among these, 1,328 (34.3%) were over-expressed (known positives) to varying degrees between 1.1- and 4-fold, while the remaining 2,535 (65.4%) were spiked-in at the same concentration in both conditions (known negatives). (Percentages do not add up to 100% because of a very small number of probe sets with weak matching to multiple clones^53^).

In addition to the normalization methods used above, we included Cyclic Loess normalization^49^,^58^ in this case, because it facilitates a better comparison of results with previous studies^45^,^46^,^47^,^52^,^53^,^54^,^55^. Figure 8 summarizes the results obtained for the Golden Spike dataset, by displaying Receiver Operating Characteristic (ROC) curves for the detection of differential gene expression. The upper panel shows the true positive rate (as before, ratio between true positives and treatment positives) versus the false positive rate (ratio between false positives and treatment negatives), while the lower panel shows the number of true positives versus the number of false positives. In both cases, detected and treatment positives/negatives were restricted to known genes, following previous studies^54^,^55^,^57^. Doing otherwise would have given an excessively dominant role to the issue of cross-hybridization in the analysis of differential gene expression^54^. Additionally, the analysis was performed using only probe sets with hybridization signal in all samples, with the aim of factoring out differences between normalization methods caused by the response to missing data. Results obtained without this restriction (Supplementary Fig. S3) or with *t*-tests instead of limma^59^ analysis (Supplementary Fig. S4) were very similar to those of Fig. 8.

The comparison of ROC curves shown in Fig. 8 highlight the superior performance of MedianCD and, in particular, SVCD normalization. Dashed lines show results when the list of known negatives was given as an input to some of the normalization methods (something than cannot be done in real assays). It is remarkable that SVCD normalization featured equally well with or without this information.

Points in Fig. 8 indicate the results when controlling the false discovery rate (FDR) to be below 0.01 (left point on each curve) or 0.05 (right point). Figure 8b shows reference lines for actual FDR equal to 0.01, 0.05, 0.1, 0.2 and 0.5 (from left to right). In all cases, the FDR was not adequately controlled, although the difference between intended and actual FDR was notably smaller with MedianCD and SVCD normalization. Lack of control of the FDR in the analysis of this dataset has been previously reported^53^,^55^. It is caused by the non-uniform (hence anomalous) distribution of *p*-values for negative genes, which results from the analysis of differential gene expression^55^,^56^,^57^,^60^. It has been argued that this anomalous distribution of *p*-values is, in turn, a consequence of the own experimental design of the dataset, in particular the lack of biological replication and the way clone aliquots were mixed to produce each gene group with a given fold change^56^. Later studies have attributed this issue mostly to non-linear or intensity-dependent effects, not properly corrected in the within-sample normalization step (e.g. background correction) of the analysis pipeline^52^,^55^,^57^,^60^.

Concerning the identification of no-variation genes, both MedianCD and SVCD normalization worked correctly. MedianCD normalization identified 561 no-variation genes, of which 93.9% were known, and among which 84.1% were known negatives. SVCD normalization, in comparison, featured better detection, with 1,224 no-variation genes identified, of which 94.4% were known, and among which 90.0% were known negatives.

The design of the Platinum Spike dataset^52^ took into account the concerns raised by the Golden Spike dataset, offering a dataset with two experimental conditions and nine (three biological × three technical) replicates per condition, and including near 50% more spike-ins. Besides, differential gene expression was balanced, with respect to both total mRNA amount and extent of over- and under-expression. Gene expression data was obtained with Affymetrix Drosophila Genome 2.0 microarrays. Excluding Affymetrix internal control probes, the dataset contained a total of 18,769 probe sets, of which 5,587 were spiked-in, called *known* as above. Among these, 1,940 (34.7%) were differentially expressed (known positives) to varying degrees between 1.2- and 4-fold (1,057 over-expressed, 883 under-expressed), while the remaining 3,406 (61.0%) were spiked-in at the same concentration in both conditions (known negatives).

Figure 9 shows ROC curves for the Platinum Spike dataset. As above, only known genes were considered for detected and treatment positives/negatives. Additionally, gene probes were restricted to those with signal in all samples. Results obtained without this restriction (Supplementary Fig. S5) or with *t*-tests instead of limma analysis (Supplementary Fig. S6) were again very similar. In contrast to the Golden Spike dataset (Fig. 8), the performance concerning true and false positives resulting from the different normalization methods was much more comparable. In this case, MedianCD and SVCD normalization were only marginally better. Note, however, that the FDR was again not properly controlled (Fig. 9b). Similarly to the Golden Spike dataset, and despite biological replication and a different experimental setup, obtained distributions of *p*-values for negative genes have been reported to be non-uniform^52^. This fact is consistent with previous arguments relating the lack of control of the FDR to a general problem concerning the correction of non-linearities in the preprocessing of microarray data^52^,^55^,^57^,^60^.

Regarding the identification of no-variation genes, MedianCD and SVCD normalization also worked correctly with this dataset. MedianCD normalization identified 2,090 no-variation genes, of which 95.4% were known, and among which 98.7% were known negatives. SVCD normalization featured slightly better, with 2,232 no-variation genes identified, of which 95.3% were known, and among which 98.3% were known negatives.

## Discussion

The lack-of-variation assumption underlying current methods of normalization was self-fulfilling, removing variation in gene expression that was actually present. Moreover, it had negative consequences for downstream analyses, as it removed potentially important biological information and introduced errors in the detection of gene expression. The resulting decrease in statistical power or sensitivity is a handicap, which can be addressed by increasing the number of samples per experimental condition. However, degradation of the (already weak) control of the false discovery rate when using Median or Quantile normalization is a major issue for real-world applications.

The removal of variation can be understood as additive errors in the estimation of normalization factors. Considering data and errors vectorially (see Methods), the length of each vector equals, after centering and up to a constant factor, the standard deviation of the data or error. Errors of small magnitude, compared to the data variance, would only have minor effects. However, errors of similar or greater magnitude than the data variance may, depending on the vector lengths and the angle between the vectors, severely distort the observed data variance. This will, in turn, cause spurious results in the statistical analyses. Furthermore, the angles between the data and the correct normalization factors (considered as vectors) are random, given that expression data reflect biological variation while normalization factors respond to technical variation. If the assay is repeated, even with exactly the same experimental setup, the errors in the normalization factors will vary randomly, causing random spurious results in the downstream analyses. This explains, at least partially, the lack of reproducibility found in transcriptomics studies, especially for the detection of changes in gene expression of small-to-medium magnitude (up to 2-fold), because variation of this size is more likely to be distorted by errors in the estimation of normalization factors. Accordingly, the largest differences in numbers of differentially expressed genes detected by Median and Quantile normalization, compared to MedianCD and SVCD normalization, occurred in the treatments with the smallest magnitudes of gene expression changes (Figs 3a and 4).

The variation between medians displayed in Fig. 1j,k,m,n may seem surprising, given routine expectations based on current methods (Fig. 1d,e,g,h). Nevertheless, this variation inevitably results from the unbalance between over- and under-expressed genes. As an illustration of this issue, let us consider a case with two experimental conditions, in which the average expression of a given gene is less than the distribution median under one condition, but greater than the median under the other. The variation of this gene alone will change the value of the median to the expression level of the next ranked gene. Therefore, if the number of over-expressed genes is different from the number of under-expressed genes, and enough changes cross the median boundary, then the median will substantially differ between conditions. Only when differential expression is negligible or is balanced with the respect to the median, will the median stay the same. Note that this is a related but different requirement from the number of over- and under-expressed genes being the same. This argument applies equally to any other quantile in the distribution of gene expression. The case of Quantile normalization is the least favorable, because it requires that changes of gene expression are balanced with respect to all distribution quantiles.

Compared with other normalization approaches that try to identify no-variation genes from expression data, such as Cross-Correlation^44^, LVS^45^, or NVAS^46^ normalization, our proposal is able to work correctly with higher degrees of variation in gene expression, given that those methods are not expected to work correctly when more than 50–60% of genes vary. The reason for this difference in performance lies in that those methods use a binning strategy over the average expression between conditions (Cross-Correlation, NVAS), or need to assume an a priori fraction (usually 40–60%) of non-differentially expressed genes (LVS). When the majority of genes are differentially expressed, very few of those bins may be suitable for normalization, or the assumed fraction of non-differentially expressed genes may not hold. In contrast, our approach makes one single search in a space of *p*-values, and without assuming any fraction of non-differentially expressed genes. As long as there are a sufficient number of non-differentially expressed genes, of the order of several hundreds, normalization is possible, including cases with global mRNA changes or transcriptional amplification^37^,^38^,^39^,^41^. In general, it is a matter of comparison between the magnitude of the error in the estimation of normalization factors and the amount of biological variation. The estimation error decreases with the number of no-variation genes detected (Fig. 2), and whenever normalization error is well below biological variation, normalization between samples will be correct and beneficial for downstream analyses.

Our approach to normalization is based in four key ideas: first, decomposing the normalization by experimental conditions and normalizing separately each condition before normalizing the condition means; second, using the novel Standard-Vector normalization (or alternatively median scaling) to perform each normalization; third, identifying no-variation genes from the distribution of *p*-values resulting from a statistical test of variation between conditions; and fourth, employing only no-variation genes for the final between-condition normalization. These four ideas are grounded on rigorous mathematical statistics (see Methods and Supplementary Information). It is also worth noting that both Median and Standard-Vector normalization, as methods for each normalization step, are distribution-free methods; they do not assume Gaussianity or any other kind of probability distribution for the expression levels of genes. MedianCD and SVCD normalization are freely available in the R package *cdnormbio*, installable from GitHub (see Code Availability).

Previous assumptions that gene variation is rather limited could suggest that there is no need for more comprehensive normalization methods such as our proposal. In line with this, it could be argued that the amount of variation in our real (*E. crypticus*) dataset is exceptional and much larger than the variation likely to be occur in most experiments. We think that this an invalid belief. Most of the available evidence concerning widespread variation in gene expression is inadequate, because it involves circular reasoning. We have shown here that current normalization methods, used by almost all studies to date, assume no variation in gene expression between experimental conditions, and they remove it if it exists, unless it is balanced. Therefore, these methods *cannot* be used to discern the extent and balance of global variation in gene expression. Only methods that are able to normalize correctly, whatever these extent and balance are, can be trusted for this task. The fact that our methods perform well with large and unbalanced differential gene expression does not imply that they perform poorly when differential gene expression is more moderate or balanced. Our results show that this is not case. In the design of our methods, no compromise was made to achieve good performance with high variation in exchange for not so good performance with low variation. The downside of our approach lies elsewhere, in a greater algorithmic complexity and a greater demand of computing resources. Yet, we consider this a minor demand, given the capabilities of today’s computers and the resources required by current high-throughput assays.

Our results have being obtained from microarray data, but similar effects are expected to be found in RNA-Seq assays. Current normalization procedures for RNA-Seq, such as RPKM^4^, TMM^35^, or DESeq^36^, perform between-sample normalization based on some form of global scaling and under the assumption that most genes are not differentially expressed. This makes RPKM, TMM, and DESeq normalization, in what concerns between-sample normalization and the removal or distortion of variation discussed here, similar to conventional Median normalization. An example of this issue, including results from microarray and RNA-Seq assays, has been reported in a study of the transcriptional amplification mediated by the oncogene c-Myc^39^.

Importantly, MedianCD and SVCD normalization were designed with no dependencies on any particular aspect of the technology used to globally measure gene expression, i.e. microarrays or RNA-Seq. The numbers in the input data are interpreted as steady state concentrations of mRNA molecules, in order to identify the normalization factors, and irrespectively of whether the concentrations were obtained from fluorescence intensities of hybridized cDNA (microarrays) or from counts of fragments of cDNA (RNA-Seq). Both technologies require between-sample normalization, because in some step of the assay the total mRNA or cDNA mass in each sample must be equalized within a given range required by the experimental platform, This equalization of total mass, together with other sources of variation in the total efficiency of the assay, amounts to a factor multiplying the concentration of each mRNA species. This factor is different for each sample, and it is what between-sample normalization aims to detect and correct for. Moreover, the total mRNA mass in each sample is, in many cases, mostly determined by a few highly expressed genes, rather than an unbiased average over the total mRNA population. This makes between-sample normalization critical regarding comparisons of gene expression between different experimental conditions, as our results illustrate. It is also important to highlight that this between-sample uncertainty in the measurement of mRNA concentrations is different from other issues, such as for example non-linearities. These other problems are usually more specific to each technology, and they are the scope of within-sample normalization (e.g. background correction for microarrays and gene-length normalization for RNA-Seq), which are obviously also necessary and should be applied *before* between-sample normalization. Similarly, methods that address the influence of biological or technical confounding factors on downstream analyses, such as SVA^61^ or PEER^62^, should be applied when necessary, *after* normalizing.

Finally, the significance of widespread variation in gene expression merits consideration from the viewpoint of molecular and cell biology. Established understanding about the regulation of gene expression considers it as a set of processes that generally switch on or off the expression of genes, performed mostly at transcription initiation, by the combinatorial regulation of a large number of transcription factors, and with an emphasis on gene expression programs associated with cell differentiation and development. Recent studies, however, have expanded this understanding, offering a more complex perspective on the regulation of gene expression, by identifying other rate-limiting regulation points between transcription initiation and protein translation, such as transcription elongation and termination, as well as mRNA processing, transport and degradation. Promoter-proximal pausing of RNA polymerase II (in eukaryotes)^63^,^64^ and transcript elongation^65^, in particular, have received a great deal of attention recently, in connection with gene products involved in signal transduction pathways. These mechanisms, which seem to be highly conserved among metazoans, would allow cells to tune the expression of activated genes in response to signals concerning, for example, homeostasis, environmental stress or immune response. As an illustration, studies about the transcription amplification mediated by the oncogene c-Myc have uncovered that it regulates the promoter-proximal pausing of RNA polymerase II, affecting a large number of genes already activated by other regulatory mechanisms^66^,^67^,^68^. Our results for the toxicity experiment with *E. crypticus* are consistent with regulatory capabilities for broad fine-tuning of gene expression levels, far beyond what conventional methods of normalization would allow to detect. This contrast underlines that normalization methods that truly preserve variation between experimental conditions are necessary for high-throughput assays exploring genome-wide regulation of gene expression, as required by current research in molecular and cell biology.

In summary, this study proves that large numbers of genes can change in expression level across experimental conditions, and too extensively to ignore in the normalization of gene expression data. Current normalization methods for gene expression microarrays and RNA-Seq, because of a lack-of-variation assumption, likely remove and distort variation in gene expression. The normalization methods proposed here solve this problem, offering a means to investigate broad changes in gene expression that have remained hidden to date. We expect this to provide revealing insights about diverse biomolecular processes, particularly those involving substantial numbers of genes, and to assist efforts to realize the full potential of gene expression profiling.

## Methods

### Test Organism and Exposure Media

The test species was *Enchytraeus crypticus*. Individuals were cultured in Petri dishes containing agar medium, in controlled conditions^69^.

For copper (Cu) exposure, a natural soil collected at Hygum, Jutland, Denmark was used^69^,^70^. For silver (Ag) and nickel (Ni) exposure, the natural standard soil LUFA 2.2 (LUFA Speyer, Germany) was used^69^. The exposure to ultra-violet (UV) radiation was done in ISO reconstituted water^71^.

### Test Chemicals

The tested Cu forms^69^ included copper nitrate (Cu(NO_3_)_2_ · 3H_2_O > 99%, Sigma Aldrich), Cu nanoparticles (Cu-NPs, 20–30 nm, American Elements) and Cu nanowires (Cu-Nwires, as synthesized^72^).

The tested Ag forms^69^ included silver nitratre (AgNO_3_ > 99%, Sigma Aldrich), non-coated Ag nanoparticles (Ag-NPs Non-Coated, 20–30 nm, American Elements), Polyvinylpyrrolidone (PVP)-coated Ag nanoparticles (Ag-NPs PVP-Coated, 20–30 nm, American Elements), and Ag NM300K nanoparticles (Ag NM300K, 15 nm, JRC Repository). The Ag NM300K was dispersed in 4% Polyoxyethylene Glycerol Triolaete and Polyoxyethylene (20) orbitan mono-Laurat (Tween 20), thus the dispersant was tested alone as control (CTdisp).

The tested Ni forms included nickel nitrate (Ni(NO_3_)_2_ · 6H_2_O ≥ 98.5%, Fluka) and Ni nanoparticles (Ni-NPs, 20 nm, American Elements).

### Spiking Procedure

Spiking for the Cu and Ag materials was done as previously described^69^. For the Ni materials, the Ni-NPs were added to the soil as powder, following the same procedure as for the Cu materials. NiNO_3_, being soluble, was added to the pre-moistened soil as aqueous dispersions.

The concentrations tested were selected based on the reproduction effect concentrations EC_20_ and EC_50_, for *E. crypticus*, within 95% of confidence intervals, being: CuNO_3_ EC_20/50_ = 290/360 mgCu/kg, Cu-NPs EC_20/50_ = 980/1760 mgCu/kg, Cu-Nwires EC_20/50_ = 850/1610 mgCu/kg, Cu-Field EC_20/50_ = 500/1400 mgCu/kg, AgNO_3_ EC_20/50_ = 45/60 mgAg/kg, Ag-NP PVP-coated EC_20/50_ = 380/550 mgAg/kg, Ag-NP Non-coated EC_20/50_ = 380/430 mgAg/kg, Ag NM300K EC_20/50_ = 60/170 mgAg/kg, CTdisp = 4% w/w Tween 20, NiNO_3_ EC_20/50_ = 40/60 mgNi/kg, Ni-NPs EC_20/50_ = 980/1760 mgNi/kg.

Four biological replicates were performed per test condition, including controls. For Cu exposure, the control condition for all the treatments consisted of soil from a control area at Hygum site, which has a Cu background concentration of 15 mg/kg^70^. For Ag exposure, two control sets were performed: CT (un-spiked LUFA soil, to be the control condition for AgNO_3_, Ag-NPs PVP-Coated and Ag-NPs Non-Coated treatments) and CTdisp (LUFA soil spiked with the dispersant Tween 20, to be the control condition for the Ag NM300K treatments). For Ni exposure, the control consisted of un-spiked LUFA soil.

### Exposure Details

In soil (i.e. for Cu, Ag and Ni) exposure followed the standard ERT^73^ with adaptations as follows: twenty adults with well-developed clitellum were introduced in each test vessel, containing 20 g of moist soil (control or spiked). The organisms were exposed for three and seven days under controlled conditions of photoperiod (16:8 h light:dark) and temperature 20 ± 1°C without food. After the exposure period, the organisms were carefully removed from the soil, rinsed in deionized water and frozen in liquid nitrogen. The samples were stored at −80 °C, until analysis.

For UV exposure, the test conditions^71^ were adapted for *E. crypticus*^74^. The exposure was performed in 24-well plates, where each well corresponded to a replicate and contained 1 ml of ISO water and five adult organisms with clitellum. The test duration was five days, at 20 ± 1°C. The organisms were exposed to UV on a daily basis, during 15 minutes per day to two UV intensities (280–400 nm) of 1669.25 ± 50.83 and 1804.08 ± 43.10 mW/m^2^, corresponding to total UV doses of 7511.6 and 8118.35 J/m^2^, respectively. The remaining time was spent under standard laboratory illumination (16:8 h photoperiod). UV radiation was provided by an UV lamp (Spectroline XX15F/B, Spectronics Corporation, NY, USA, peak emission at 312 nm) and a cellulose acetate sheet was coupled to the lamp to cut-off UVC-range wavelengths^74^. Thirty two replicates per test condition (including control without UV radiation) were performed to obtain 4 biological replicates for RNA extraction, each one with 40 organisms. After the exposure period, the organisms were carefully removed from the water and frozen in liquid nitrogen. The samples were stored at −80 °C, until analysis.

### RNA Extraction, Labeling and Hybridization

RNA was extracted from each replicate, which contained a pool of 20 and 40 organisms, for soil and water exposure, respectively. Three biological replicates per test treatment (including controls) were used. Total RNA was extracted using SV Total RNA Isolation System (Promega). The quantity and purity were measured spectrophotometrically with a nanodrop (NanoDrop ND-1000 Spectrophotometer) and its quality checked by denaturing formaldehyde agarose gel electrophoresis.

500 ng of total RNA were amplified and labeled with Agilent Low Input Quick Amp Labeling Kit (Agilent Technologies, Palo Alto, CA, USA). Positive controls were added with the Agilent one-color RNA Spike-In Kit. Purification of the amplified and labeled cRNA was performed with RNeasy columns (Qiagen, Valencia, CA, USA).

The cRNA samples were hybridized on custom Gene Expression Agilent Microarrays (4 × 44k format), with a single-color design^48^. Hybridizations were performed using the Agilent Gene Expression Hybridization Kit and each biological replicate was individually hybridized on one array. The arrays were hybridized at 65°C with a rotation of 10 rpm, during 17 h. Afterwards, microarrays were washed using Agilent Gene Expression Wash Buffer Kit and scanned with the Agilent DNA microarray scanner G2505B.

### Data Acquisition

Fluorescence intensity data was obtained with Agilent Feature Extraction Software v. 10.7.3.1, using recommended protocol GE1_107_Sep09. Quality control was done by inspecting the reports on the Agilent Spike-in control probes.

### Data Analysis

Analyses were performed with R^75^ v. 3.3.1, using R packages plotrix^76^ v. 3.6.3 and RColorBrewer^77^ v. 1.1.2, and with Bioconductor^78^ v. 3.3 packages affy^79^ v. 1.50.0, drosgenome1.db v.3.2.3, drosophila2.db v. 3.2.3, genefilter v. 1.54.2, and limma^59^ v. 3.28.20. Background correction was carried out by Agilent Feature Extraction software for the real (*E. crypticus*) dataset, while the Affymetrix MAS5 algorithm, as implemented in the limma package, was used for the Golden and Platinum Spike datasets.

To ensure an optimal comparison between the different normalization methods, only gene probes with good signal quality (flag IsPosAndSignif = True) in all samples were employed for the analysis of the *E. crypticus* dataset. This implied the selection of 18,339 gene probes from a total of 43,750. For the Golden and Platinum Spike datasets, data were considered as missing when probe sets were not called present by the MAS5 algorithm.

The synthetic dataset without differential gene expression was generated gene by gene as normal variates with mean and variance equal, respectively, to the sample mean and sample variance of the expression levels for each gene, as detected from the real *E. crypticus* dataset after SVCD normalization. The synthetic dataset with differential gene expression was generated equally, except for the introduction of differences in expression averages between treatments and controls. The magnitude of the difference in averages was equal, for each differentially expressed gene (DEG), to twice the sample variance. The percentage of DEGs for each treatment was chosen randomly, in logarithmic scale, from a range between 0.9% and 90%, while ensuring that 10% of genes were not differentially expressed across the entire dataset. One third of the treatments were mostly over-expressed (for each treatment independently, the probability of a DEG being over-expressed was 
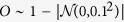
), one third of the treatments were mostly under-expressed (

), and the remaining third had mostly balanced differential gene expression 
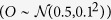
. For both synthetic datasets, the applied normalization factors were those detected by SVCD normalization from the real *E. crypticus* dataset.

Median normalization was performed, for each sample, by subtracting the median of the distribution of expression levels, and then adding the overall median to preserve the global expression level. Quantile normalization was performed as implemented in the limma package.

The two condition-decomposition normalizations, MedianCD and SVCD, proceeded in the same way: first, independent within-condition normalization for each experimental condition, using all genes. Then, one between-condition normalization, iteratively identifying no-variation genes and normalizing until convergence of the set of no-variation genes. And finally, another between-condition normalization using only the no-variation genes detected, to calculate the between-condition normalization factors.

The criterion for convergence of MedianCD normalization was to require that the relative changes in the standard deviation of the normalization factors were less than 0.1%, or less than 10% for 10 steps in a row. In the case of SVCD normalization, convergence required that numerical errors were, compared to estimated statistical errors (see below), less than 1%, or less than 10% for 10 steps in a row. Convergence of the set of no-variation genes was achieved by intersection of the sets found during 10 additional steps under convergence conditions. These default convergence parameters were used for all the MedianCD and SVCD normalizations reported, with the exception of MedianCD with the Golden Spike dataset, which used 30% (instead of 10%) of relative change for 10 steps in a row, to reach convergence.

In SVCD normalization, the distribution of standard vectors was trimmed in each step to remove the 1% more extreme values of variance.

Differentially expressed genes were identified with limma analysis or t-tests, controlling the false discovery rate to be below 5%, independently for each comparison of treatment versus control.

The reference distributions with permutation symmetry shown in the polar plots of Supplementary Movies S1–S3 were calculated through the six possible permutations of the empirical standard vectors. The Watson *U*^2^ statistic was calculated with the two-sample test^80^, comparing with an equal number of samples obtained by sampling with replacement the permuted standard vectors.

### Condition Decomposition of the Normalization Problem

In a gene expression dataset with *g* genes, *c* experimental conditions and *n* samples per condition, the *observed* expression levels of gene *j* in condition *k*, 
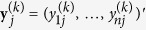
, can be expressed in log_2_-scale as

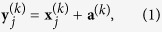

where 

 is the vector of *true* gene expression levels and ***a***^(*k*)^ is the vector of normalization factors.

Given a sample vector ***x***, the mean vector is 

, and the residual vector is 

. Then, (1) can be linearly decomposed into

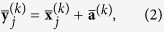

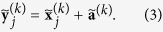

Equations (3) define the within-condition normalizations for each condition *k*. The scalar values in (2) are used to obtain the equations on condition means,

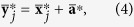

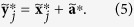

The between-condition normalization is defined by (5). Equations (4) reduce to a single number, which is irrelevant to the normalization. The complete solution for each condition is obtained with 
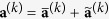
.

For full details about this condition-decomposition approach, see Supplementary Mathematical Methods in the Supplementary Information.

### Standard-Vector Normalization

The *n* samples of gene *j* in a given condition can be modeled with the random vectors 

. Again, ***Y***_*j*_ = ***X***_*j*_ + ***a***, where ***a*** is a fixed vector of normalization factors. It can be proved under fairly general assumptions (see Supplementary Information), that the true standard vectors have zero expected value

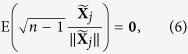

whereas the observed standard vectors verify, as long as **a** ≠ **0**,

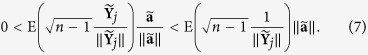

This motivates the following iterative procedure to solve (3) and (5) (*standard-vector normalization*):

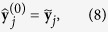

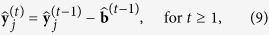

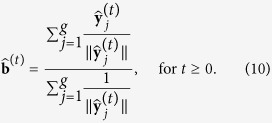

At convergence, 
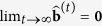
, which implies 
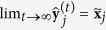
 and 

. Convergence is faster the more symmetric the empirical distribution of 

 is on the unit (*n* − 2)-sphere. Convergence is optimal with spherically symmetric distributions, such as the Gaussian distribution, because in that case

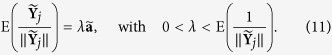

Assuming no dependencies between genes, an approximation of the statistical error at step *t* can be obtained with

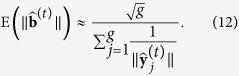

This statistical error was compared with the numerical error to assess convergence.

See Supplementary Mathematical Methods in the Supplementary Information for full details about this algorithm. See also Supplementary Movies S1–S3 for normalization examples.

### Identification of No-Variation Genes

No-variation genes were identified with one-sided Kolmogorov-Smirnov tests, as goodness-of-fit tests against the uniform distribution, carried out on a distribution of *p*-values. These *p*-values were obtained from ANOVA tests on the expression levels of genes, grouped by experimental condition. The KS test was rejected at *α* = 0.001.

See Supplementary Mathematical Methods in the Supplementary Information for more details about this approach to identify no-variation genes. See also Supplementary Movies S4–S6 for examples of use.

### Data Availability

MIAME-compliant microarray data were submitted to the Gene Expression Omnibus (GEO) repository at the NCBI website (platform: GPL20310; series: GSE69746, GSE69792, GSE69793 and GSE69794). The novel normalization methods were implemented as R functions. This code, together with R scripts that generate the synthetic datasets and reproduce all reported results starting from the raw microarray data, are available at the GitHub repository https://github.com/carlosproca/geneexpr-norm-paper and in the Supplementary Data File gene-expr-norm.zip. Additionally, MedianCD and SVCD normalization are available via the R package cdnormbio, installable from the GitHub repository https://github.com/carlosproca/cdnormbio.

## Additional Information

**How to cite this article:** Roca, C. P. *et al*. Variation-preserving normalization unveils blind spots in gene expression profiling. *Sci. Rep.* **7**, 42460; doi: 10.1038/srep42460 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Movie S1

Supplementary Movie S2

Supplementary Movie S3

Supplementary Movie S4

Supplementary Movie S5

Supplementary Movie S6

Supplementary Dataset 1

## Figures and Tables

**Figure 1:**
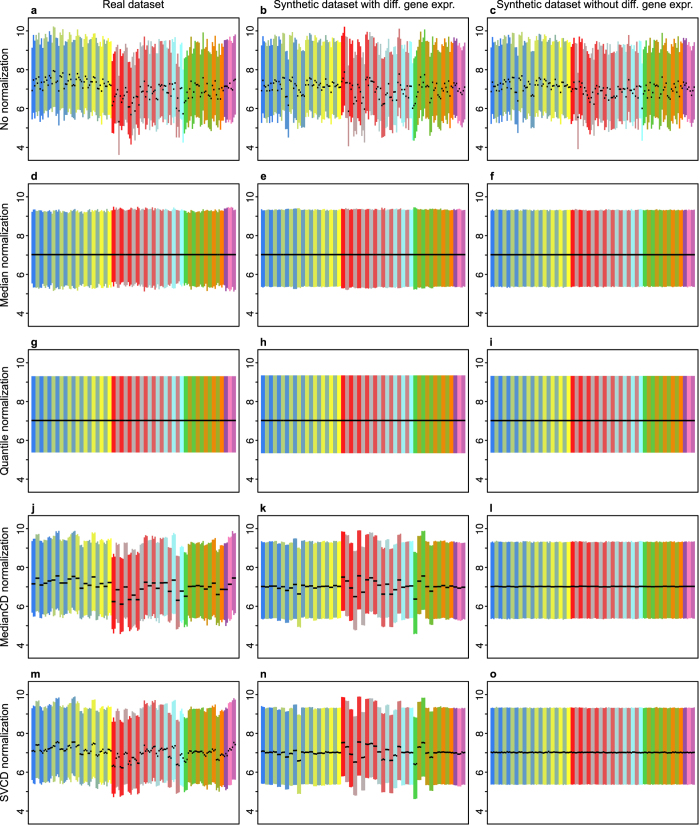
MedianCD and SVCD normalization resulted in the detection of much larger between-condition variation in the datasets with differential gene expression, compared to Median and Quantile normalization. Panels show interquartile ranges of expression levels for the 153 samples, grouped by the 51 experimental conditions (Ag, blue-yellow; Cu, red-cyan; Ni, green-orange; UV, purple; see Supplementary Table S1). Black lines indicate medians. Rows and columns correspond to normalization methods and datasets, respectively, as labeled.

**Figure 2:**
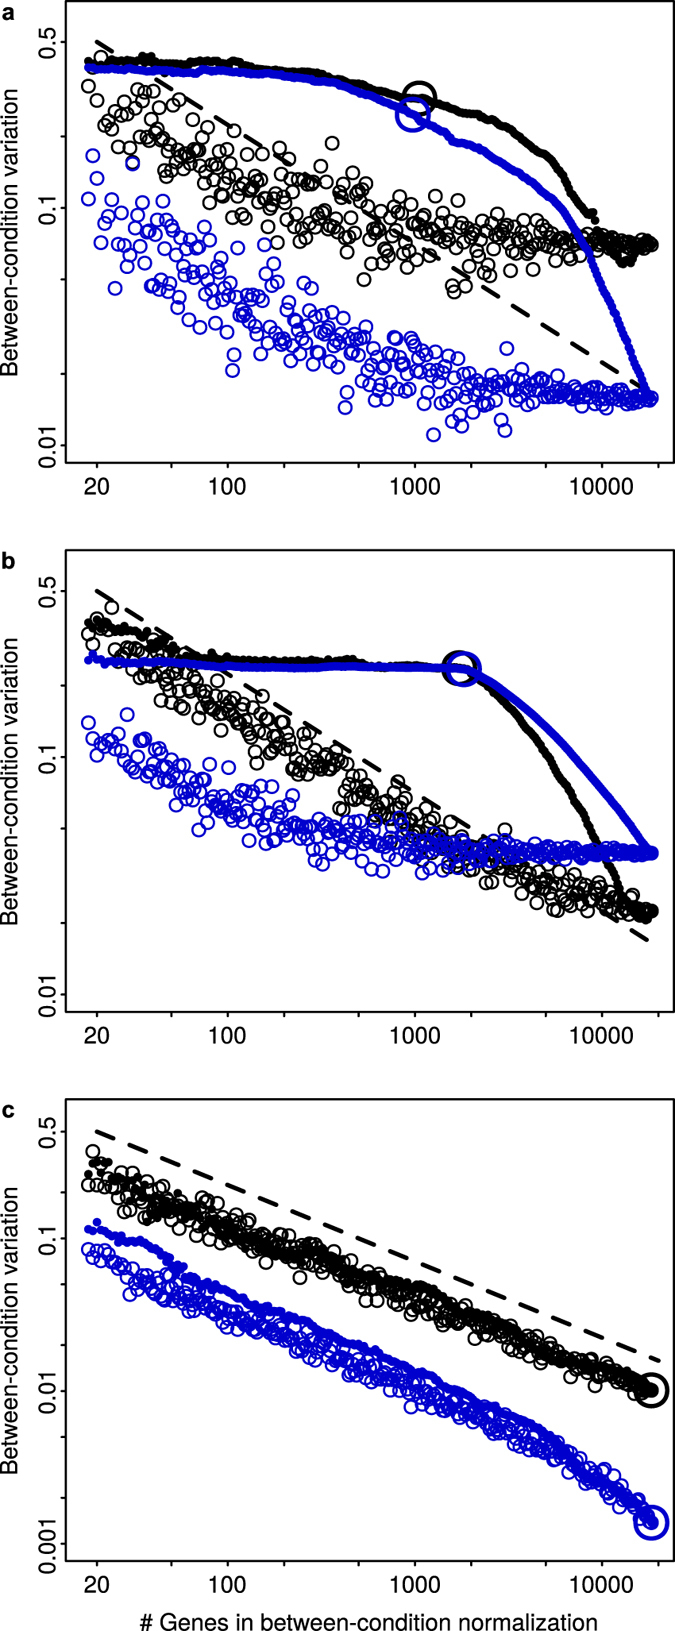
The selection of genes for the final between-condition normalization in MedianCD and SVCD normalization was crucial to preserve the variation between conditions. Panels show the detected variation as a function of the number of genes used in the between-condition normalization, for the real dataset (**a**), synthetic dataset with differential gene expression (**b**), and synthetic dataset without differential gene expression (**c**). Between-condition variation is represented as the standard deviation of the within-condition mean averages (averages of sample means, for all samples of the condition). See Supplementary Fig. S1 for results using within-condition median averages, with similar behavior. Each point in each panel indicates the variation obtained with one complete normalization (black circles, MedianCD normalization; blue circles, SVCD normalization). Genes were selected in two ways: randomly (empty circles) or in decreasing order of *p*-values from a test for detecting no-variation genes (filled circles). Big circles show the working points corresponding to the results depicted in Fig. 1j–o, which were chosen automatically. Black dashed lines show references for *n*^−1/2^ decays, with the same values in all panels.

**Figure 3:**
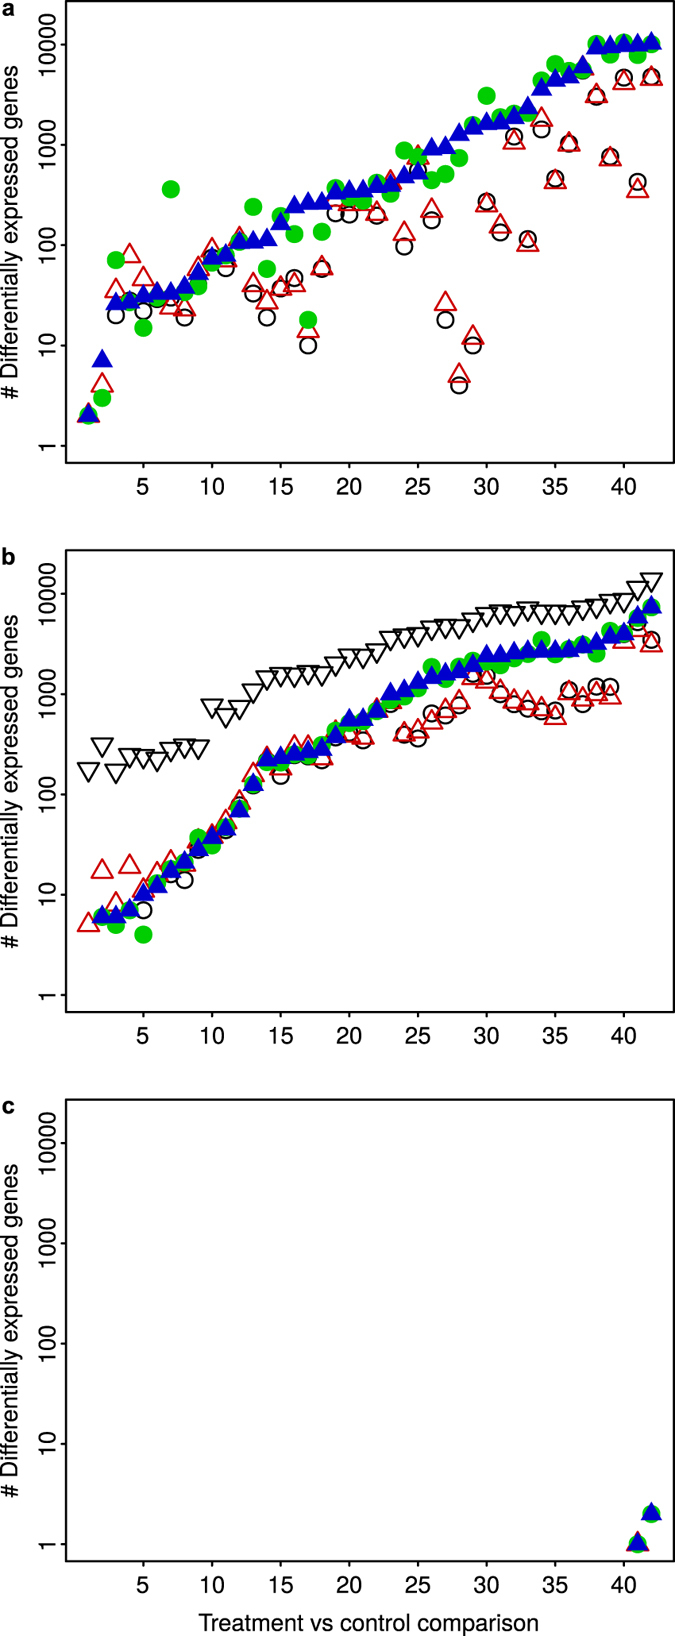
MedianCD and SVCD normalization allowed to detect much larger numbers of differentially expressed genes (DEGs) in the datasets with differential gene expression. Panels show results for the real dataset (**a**), synthetic dataset with differential gene expression (**b**), and synthetic dataset without differential gene expression (**c**). They display the number of DEGs for each treatment compared to the corresponding control, obtained after applying the four normalization methods (empty black circles, Median normalization; empty red up triangles, Quantile normalization; filled green circles, MedianCD normalization; filled blue up triangles, SVCD normalization). For the synthetic dataset with differential gene expression (**b**), the numbers of treatment positives are also shown, as empty black down triangles. In each panel, treatments are ordered according to the number of DEGs identified with SVCD normalization, increasing from left to right (see Supplementary Table 2, for real dataset). Differential gene expression was analyzed with R/Bioconductor package limma. Supplementary Fig. S2 shows results obtained with *t*-tests, qualitatively similar but with much lower detection of differential gene expression.

**Figure 4:**
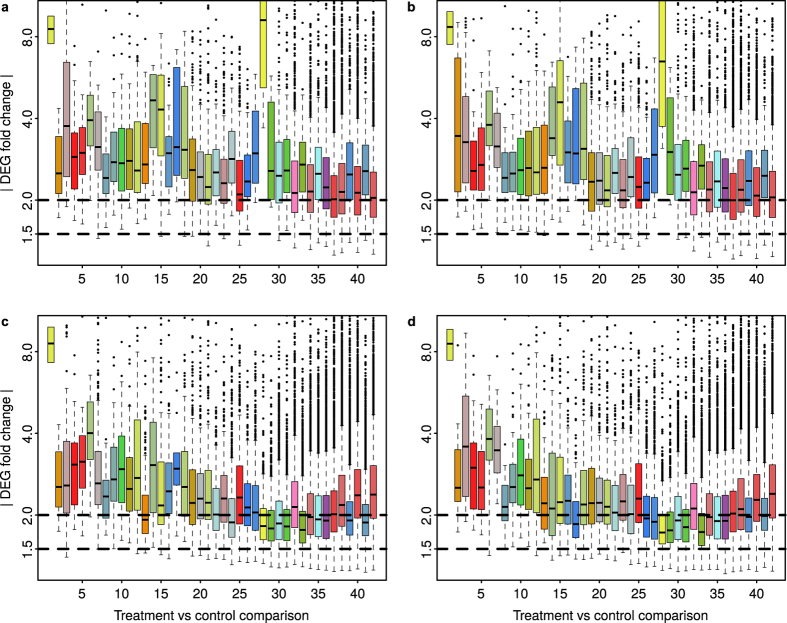
For the real dataset, MedianCD and SVCD normalization allowed to detect variation in gene expression of smaller magnitude than with Median and Quantile normalization. Boxplots display absolute values of DEG fold changes, for each treatment compared to the corresponding control, obtained after Median normalization (**a**), Quantile normalization (**b**), MedianCD normalization (**c**), and SVCD normalization (**d**). Boxplots are colored by treatment, with the same color code as in Fig. 1. All panels have the same order of treatments as in Fig. 3a, i.e. in increasing number of DEGs identified with SVCD normalization (Supplementary Table 2). Dashed horizontal lines indicate references of 1.5-fold and 2-fold changes.

**Figure 5:**
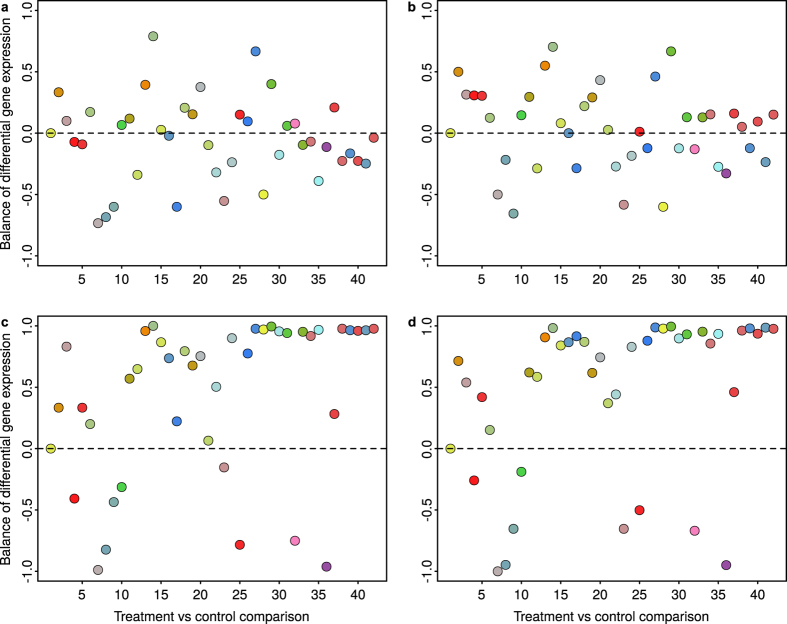
For the real dataset, detected differential gene expression was unbalanced, specially after using MedianCD and SVCD normalization and for the treatments with more DEGs (Fig. 3a). Panels show the balance of differential gene expression, for each treatment compared to the corresponding control, obtained after Median normalization (**a**), Quantile normalization (**b**), MedianCD normalization (**c**), and SVCD normalization (**d**). Each point represents the balance of differential gene expression, 

 (

, same number of over- and under-expressed genes; 

, all DEGs over-expressed; 

, 75% DEGs under-expressed). Points are colored by treatment, with the same color code as in Figs 1 and 4. All panels have the same order of treatments as in Figs 3a and 4, i.e. in increasing number of DEGs identified with SVCD normalization (Supplementary Table 2). Dashed horizontal lines indicate references for balanced differential gene expression (

).

**Figure 6:**
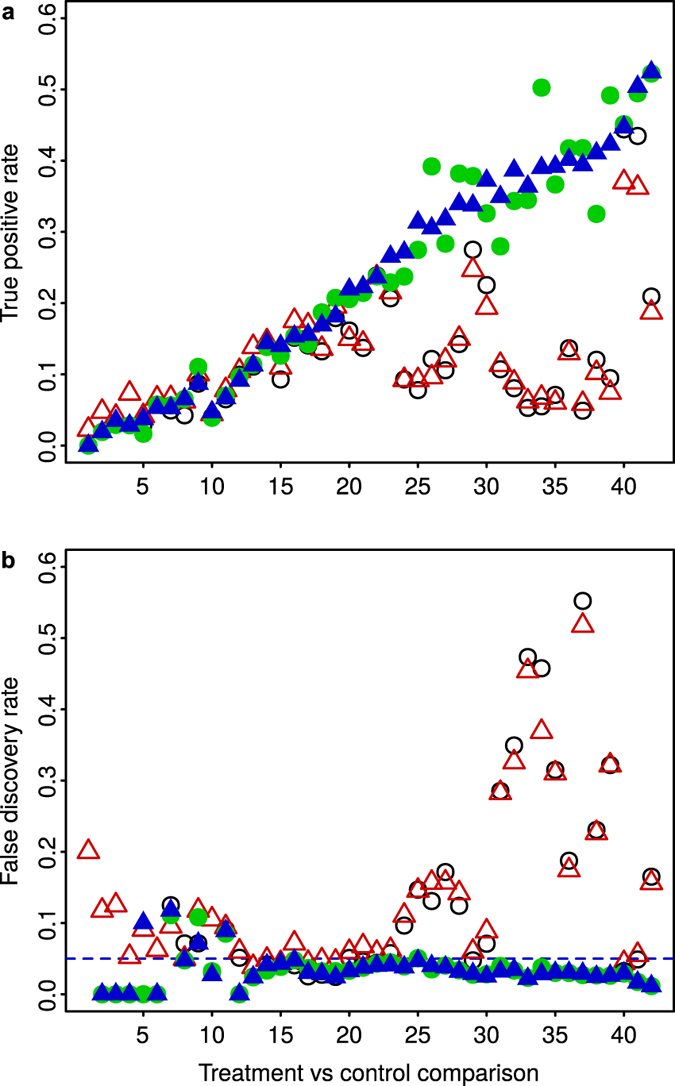
In the synthetic dataset with differential gene expression, and with more than 10% of treatment positives (Fig. 3b), Median and Quantile normalization resulted in less statistical power and uncontrolled false discovery rate. The panels display the true positive rate (**a**) and false discovery rate (**b**), for each treatment compared to the corresponding control, obtained after applying the four normalization methods (same symbols as in Fig. 3; empty black circles, Median normalization; empty red up triangles, Quantile normalization; filled green circles, MedianCD normalization; filled blue up triangles, SVCD normalization). Both panels have the same order of treatments as in Fig. 3b, i.e. in increasing number of differentially expressed genes identified with SVCD normalization. Differential gene expression was analyzed with R/Bioconductor package limma. The dashed horizontal line in (**b**) indicates the desired bound on the false discovery rate at 0.05.

**Figure 7:**
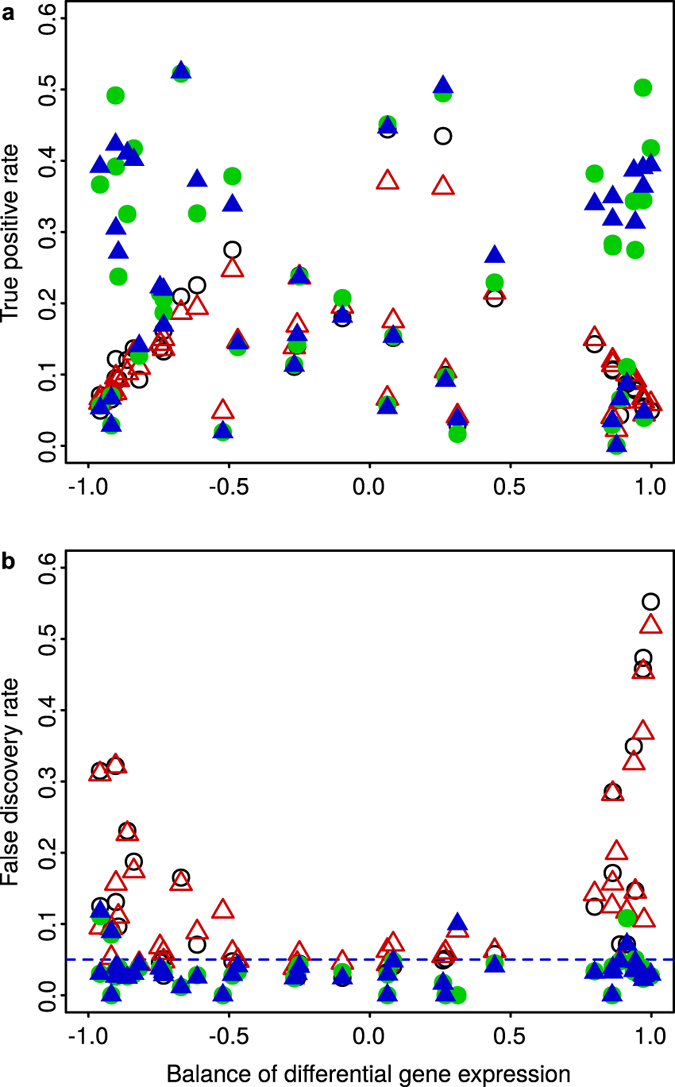
In the synthetic dataset with differential gene expression (Fig. 6), the unbalance between over- and under-expressed genes was a key factor in the lowered true positive rate and uncontrolled false discovery rate obtained after Median and Quantile normalization. Panels show the true positive rate (**a**) and false discovery rate (**b**) as a function of the balance of differential gene expression, 

 (

, same number of over- and under-expressed genes; 

, all DEGs over-expressed; 

, 75% DEGs under-expressed). Each point in both panels represents the results for one treatment compared to the corresponding control, obtained after applying the four normalization methods (same symbols as in Figs 3 and 6; empty black circles, Median normalization; empty red up triangles, Quantile normalization; filled green circles, MedianCD normalization; filled blue up triangles, SVCD normalization). Differential gene expression was analyzed with R/Bioconductor package limma. The dashed horizontal line in (**b**) indicates the desired bound on the false discovery rate at 0.05.

**Figure 8:**
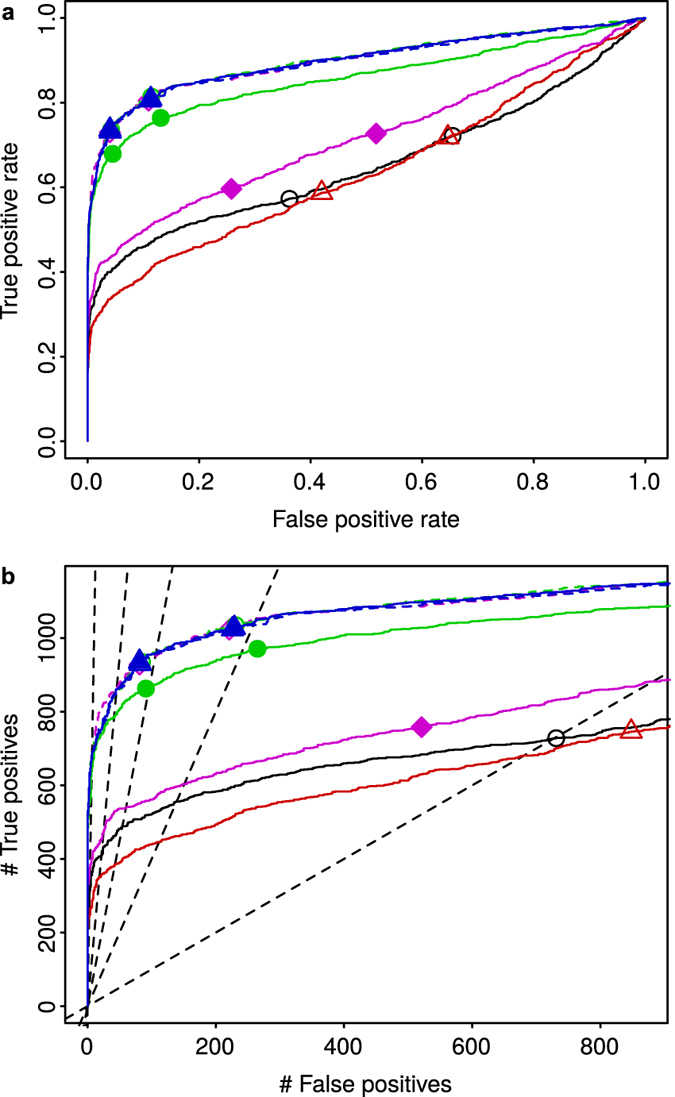
In the Golden Spike dataset, the best detection of differential gene expression was achieved after using MedianCD and, specially, SVCD normalization. Panels display ROC curves, with the true positive rate versus the false positive rate (**a**), or the number of true positives versus the number of false positives (**b**). Each curve shows the results obtained after applying the four normalization methods plus Cyclic Loess normalization (same colors and symbols as in Figs 3, 6 and 7; black curve with empty black circles, Median normalization; red curve with empty red up triangles, Quantile normalization; green curve with filled green circles, MedianCD normalization; blue curve with filled blue up triangles, SVCD normalization; magenta curve with filled magenta diamonds, Cyclic Loess normalization). Dashed curves with lightly filled symbols, overlapping the response of SVCD normalization, show results when the list of known negatives was provided to MedianCD, SVCD, and Cyclic Loess normalization. The two points per normalization method show results when controlling the false discovery rate (FDR) to be below 0.01 (left point) or 0.05 (right point). Dashed lines in (**b**) show references for actual FDR equal to 0.01, 0.05, 0.1, 0.2, or 0.5 (from left to right). Compared to MedianCD and SVCD normalization, the other normalization methods resulted in notably more severe degradation of the FDR.

**Figure 9:**
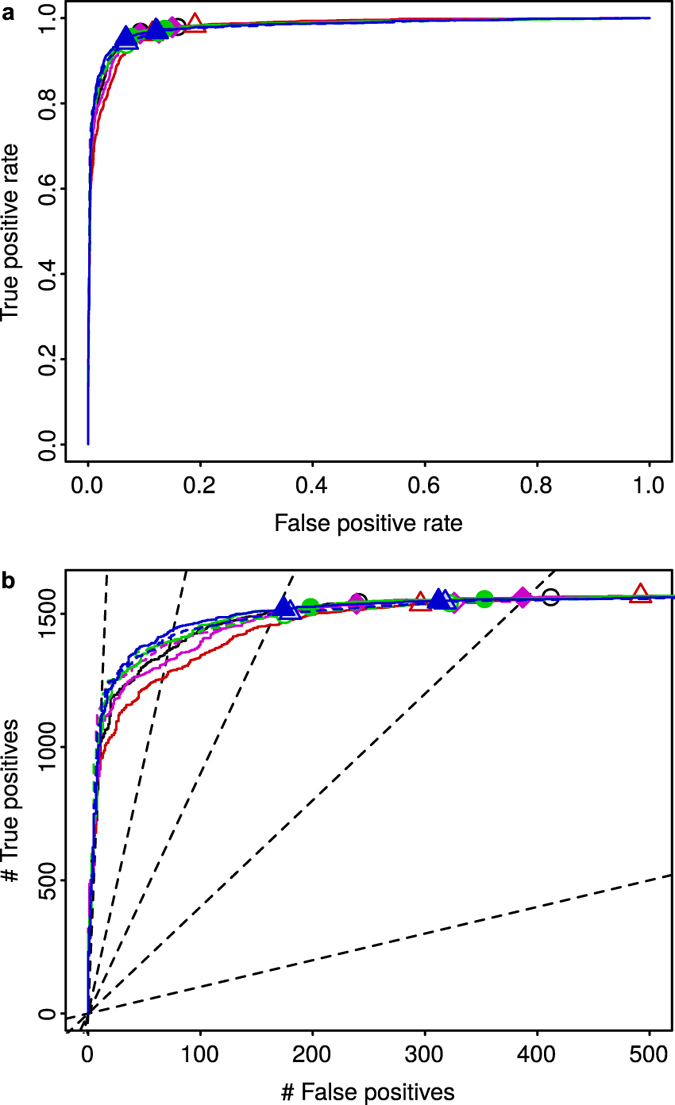
In the Platinum Spike dataset, all normalization methods resulted in similar detection of differential gene expression, with MedianCD and SVCD normalization being only marginally better. Panels display ROC curves, with the true positive rate versus the false positive rate (**a**), or the number of true positives versus the number of false positives (**b**). Each curve shows the results obtained after applying the four normalization methods plus Cyclic Loess normalization (same colors and symbols as in Figs 3, 6, 7 and 8; black curve with empty black circles, Median normalization; red curve with empty red up triangles, Quantile normalization; green curve with filled green circles, MedianCD normalization; blue curve with filled blue up triangles, SVCD normalization; magenta curve with filled magenta diamonds, Cyclic Loess normalization). Dashed curves with lightly filled symbols show results when the list of known negatives was provided to MedianCD, SVCD, and Cyclic Loess normalization. As in Fig. 8, the two points per normalization method show results when controlling the false discovery rate (FDR) to be below 0.01 (left point) or 0.05 (right point). Dashed lines in (**b**) show references for actual FDR equal to 0.01, 0.05, 0.1, 0.2, or 0.5 (from left to right). Compared to the Golden Spike dataset (Fig. 8), the difference between normalization methods in the resulting degradation of the FDR was smaller for this dataset.

How the deposited data were processed for this re-analysis (not part of the article)

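Gene expression of *Enchytraeus crypticus* was measured on 1-colour Agilent arrays, and the 30 arrays of the nickel exposures were analysed. They cover 8 treatments and 2 controls with 3 arrays each: NiNO3 at 40 (EC20) and 60 (EC50) mg of Ni per kg of soil and Ni-NPs at 980 (EC20) and 1760 (EC50) mg of Ni per kg, each for 3 and 7 days, and a control at both days. Each array's condition and replicate were taken from its label. The other arrays of the real dataset, the synthetic datasets and the spike-in datasets were not used here.

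The files hold the scanner output of each array, with 45167 spots, as read out by Agilent Feature Extraction. As deposited by the authors, the processed signal is the spot intensity after the software's background correction and spatial detrending, on a linear scale and not normalized between arrays. A summary table of the whole series holds the same values rounded, with a largest log2 difference of 0.0072. The values of the scanner files were used, on the log2 scale.

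As in the study's code, the non-control probes (43750, each with its own name) were kept when their signal was positive and significant on all 30 arrays, which left 24653. Per array, 29661 to 40433 probes met this condition. Between 44.9% and 76.3% of the probes of an array were well above background, and 17007 were so on all arrays. None of the analysed probes was saturated. With 3 arrays per condition, the number of arrays limits the precision.

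Median, Quantile, MedianCD and SVCD normalization were run with the study's own code in R 4.3.3, on all 30 arrays together, with data.table 1.17.8 used to read the files. No-variation genes were selected with the study's Kolmogorov-Smirnov threshold of 0.001, and the random seed was 20150101. A faster version of the same steps, used for the repeated runs, was checked against the study's code and gave identical values. Between-condition variation is the standard deviation over the 10 conditions of the average expression level. For the curves against the number of genes, genes were taken at random or by decreasing p-values.

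Differential expression was tested with limma 3.58.1, in a fit with one mean per condition to all 30 arrays. Each treatment was compared with the control of the same day, and p-values were adjusted by the Benjamini-Hochberg method per treatment, with a threshold of 0.05. The difference between the responses at day 7 and at day 3 was tested as an interaction in the same fit. The absolute fold change and the balance were computed over the DEGs of each treatment, with exact 95% binomial intervals (Clopper-Pearson) for the balance. Single values over conditions were tested with 100000 permutations, and 3 arrays against 3 with exact two-sided permutation tests, which cannot give a p under 0.1. Replicate numbers were checked for pairing: the correlation of the deviations from the condition means in arrays of the same number lay between -0.24 and 0.43 over 24 pairs and was over 0.1 in 9, so the numbers were not taken as pairs.

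The probes named were chosen by a rule: after SVCD, over the 8 treatments, the 2 largest rises and the 2 largest falls in log2 fold change among probes past the threshold, with all 3 treated arrays on one side of all 3 control arrays, and well above background and not saturated on all 6 arrays. The probes carry the name of a sequence and no gene name. The 10 spike-in transcripts on the arrays have 32 spots each, and 7 of them were well above background and not saturated on every array. The level of all genes relative to these was compared between conditions.

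The normalizations and the limma fit were tested on simulated data with 24653 genes on 30 arrays, in which 1000 genes were changed per treatment by 1.5 on the log2 scale and 90% of them raised. For the comparisons of the 8 treatments with their controls, the median share of changed genes recovered was 71.4% after both Median and Quantile, 73.2% after MedianCD and 73.3% after SVCD, and the median share of false calls was 5.52% after Median, 5.54% after Quantile, 4.72% after MedianCD and 5.02% after SVCD. The t-test in place of limma recovered between 5.2% and 8.4% in the median. The simulated noise was independent between genes, with an offset per array and no effect of slide. Its true between-condition variation was 0.0205, against 0.15 after MedianCD and 0.142 after SVCD on the real arrays. The shares of false calls therefore need not hold for the real arrays. There, 72 splits that mix treated and control arrays gave 1117 calls after Median, 1048 after Quantile, 31971 after MedianCD and 24929 after SVCD.

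The design, the rule for the named probes and the alternatives were set before the data were examined, except for 3 alternatives named in the closing section. The alternatives were a stricter and no filter on dim probes, leaving out probes with outlier flags, a normexp background correction with an offset of 50, the values of the summary table, normalizing the conditions of each day apart, limma on only the 6 arrays compared, the t-test of the methods, replicate, slide and scan day as blocks, no normalization, scaling to the 75th percentile or to the spike-in transcripts, a Kolmogorov-Smirnov threshold of 0.01, fewer genes in the between-condition step, and each array left out in turn. The normexp correction on the mean signal could not be run, since the files hold the median signal only. The slide and the scan day of each array were read from the scanner output.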

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

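Of the settings counted in this part, the normexp correction, scan day as a block and the between-condition step with as many genes as in Fig. 2a were chosen only after values had been seen, and so was the comparison with probes that were not called.

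The response to NiNO3 differed between day 7 and day 3 in 2 genes for EC20 and in 2 genes for EC50, by limma's test of the interaction after SVCD, which is why these counts call for a closer look. They were the same 2 probes, contig11434 and contig07722, both with a higher response at day 7. For EC20, contig11434 had an interaction of 2.90 on the log2 scale (standard error 0.37, limma adjusted p = 0.00146) and contig07722 of 4.29 (standard error 0.71, limma adjusted p = 0.0388). For EC50 the interactions were 2.86 (limma adjusted p = 0.00183) and 4.35 (limma adjusted p = 0.0323). Contig11434 was not among the probes named by the rule and is named since so few were found. Its level after SVCD at day 7 was 14.43 ± 0.47 (SD, n = 3) in EC20 and 14.53 ± 0.27 in EC50 against 12.30 ± 0.26 in the control, and at day 3 it was 11.54 ± 0.12 and 11.68 ± 0.32 against 12.31 ± 0.43. At day 7 every treated array was above every control array for both probes (3 of 3 arrays at each concentration). For Ni-NPs limma found 0 genes at either concentration. At an unadjusted p under 0.05 there were 1134 (4.60%, EC20) and 1590 (6.45%, EC50), against 647 (2.62%) and 730 (2.96%) for NiNO3. Only Ni-NPs EC50 passed the share that a threshold of 0.05 gives with no difference. The count of 0 does not set Ni-NPs apart from NiNO3. Contig07722 was also past the threshold for Ni-NPs EC50 at day 7, with array levels of 8.71 to 8.85. Its control arrays lay at 4.56 to 5.05, and at day 3 the levels were 5.32 to 6.33 against 4.80 to 5.15. Both NiNO3 comparisons share the same control arrays, so they are not independent of each other.

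Grouping by chance was tested by exchanging treated and control arrays within each day. Of 99 such assignments for EC20, 30 gave at least as many genes, and of 100 for EC50, 11 did, so chance cannot be excluded for either number. For Ni-NPs, with no gene found, all 100 of 100 did at both concentrations, which was fixed in advance and tests nothing. Arrays were exchanged separately in each day, so an exchange can turn a response shared by both days into a difference between them. The shares for NiNO3 therefore do not test the difference between the days alone and cannot decide about chance. Slide as a block left 0 genes past the threshold in limma for both NiNO3 concentrations, while the sizes were 2.48 and 2.85 for contig11434 (adjusted p = 0.0831 and 0.0572) and 4.24 and 4.36 for contig07722 (adjusted p = 0.499 and 0.752). The sizes argue against the slides as the origin of the whole difference, but the block uses up much of the information in the arrays, so slide and day cannot be told apart for these genes. Over 27 settings that include each array left out, the interaction of contig11434 stayed past the threshold in 22 for EC20 and 21 for EC50 (adjusted p from 0.000186 to 1 and from 4.43e-05 to 0.204), and that of contig07722 in 10 and 13 (adjusted p from 0.0137 to 1 and from 0.0029 to 0.752). For EC50 the number of genes was 1 without replicate 1 of the control at day 3 and 17 without replicate 3 of the treatment at day 7. A response to NiNO3 that grows with the duration of the exposure may lie behind the difference; it stays open beside chance and slide.

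Among the 19097 probes (43.7%) that the filter on dim probes leaves out, and which the paper does not analyse, 121 calls were made after SVCD without a filter, summed over the 8 treatments, 74 of them rises and 47 falls. They were part of 655 calls among all 43750 probes. Signal near the background was tested as their explanation. Of the 121 calls, 68 (56.2%) were well above background on all 3 arrays of the brighter group, against 3.61% of the probes left out and not called. The call itself picks the brighter group, and larger changes reach further above background, so these shares cannot tell whether background noise lies behind the calls. A change from near the background to a clear signal is what such a probe would show if its gene were switched on or off by the treatment, and the filter, which asks for signal on all arrays, would remove it. Whether slide or scan day contributed to these calls was not tested, and the treatments stay among the explanations as untested.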

How the results depend on the processing

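The alternatives chosen only after values had been seen were the normexp correction on the median spot signal, scan day as a block, and the between-condition step restricted to as many genes as were read from Fig. 2a; all the others were set beforehand. One choice was changed at a time. Every list of 8 values below stands in the order NiNO3 EC20, NiNO3 EC50, Ni-NPs EC20 and Ni-NPs EC50 at day 3, then the same at day 7. The numbers of DEGs under the settings of the processing summary were 88, 178, 12, 57, 85, 330, 3 and 48 after Median; 122, 249, 27, 74, 104, 391, 3 and 50 after Quantile; 86, 332, 232, 82, 85, 369, 3 and 120 after MedianCD; 83, 255, 42, 58, 95, 417, 2 and 106 after SVCD. The median absolute fold changes under those settings were 3.19, 2.65, 4.74, 3.08, 2.96, 2.52, 4.27 and 3.5 after Median; 2.94, 2.59, 3.65, 2.98, 2.71, 2.4, 4.25 and 3.04 after Quantile; 3.32, 2.42, 2.2, 2.56, 2.96, 2.54, 4.07 and 2.54 after MedianCD; 3.29, 2.6, 3.29, 2.95, 2.84, 2.46, 4.77 and 2.62 after SVCD. The balances, the mean of the indicator variable B, were -0.0227, -0.0562, 0.833, 0.0175, 0.224, 0.0182, 0.333 and 0.583 after Median; 0.0656, -0.0201, 0.407, -0.0811, 0.231, 0.11, 0.333 and 0.52 after Quantile; -0.209, 0.687, 0.983, 0.634, 0.271, 0.431, 0.333 and 0.917 after MedianCD; -0.229, 0.545, 0.952, 0.31, 0.305, 0.492, 0 and 0.906 after SVCD. A number was counted as kept when it lay within 1.5 times the value above. A fold change or the between-condition variation had to lie within 1.5 times, a balance inside its exact 95% binomial interval (Clopper-Pearson), and each also had to move by less than the spread between replicates. That spread was estimated from the fits with 1 array left out and is wide, which is why the other 2 rules, which do not use those fits, were added after the values had been seen. For Ni-NPs EC20 day 7 after Median only 1 of these fits had a DEG, and the smallest spread of that treatment after the other normalizations was used. Apart from the tests on fewer arrays and with no pooling of the variance, whose construction leaves less information on the variance of each gene, the cause of a change in this part was not tested.

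With only the probes well above background on all arrays, 91 of 118 results were kept, and the numbers of DEGs that were not were 29 for Ni-NPs EC20 day 3 after Median; 144 for NiNO3 EC20 day 3, 100 for Ni-NPs EC20 day 3, 608 for NiNO3 EC50 day 7, 27 for Ni-NPs EC20 day 7 and 332 for Ni-NPs EC50 day 7 after MedianCD; and 7 for Ni-NPs EC20 day 7 and 193 for Ni-NPs EC50 day 7 after SVCD. The stricter filter on background moved the median absolute fold change to 2.85 for Ni-NPs EC20 day 3 and 3.66 for Ni-NPs EC20 day 7 after Median; 3.61 for Ni-NPs EC20 day 7 after Quantile; 2.12 for Ni-NPs EC20 day 7 after MedianCD; and 2.71 for Ni-NPs EC20 day 7 after SVCD. The stricter filter on background changed the balance to 0 for Ni-NPs EC20 day 7 after Median; 0 for Ni-NPs EC20 day 7 after Quantile; 0.278 for NiNO3 EC50 day 3, 0.88 for Ni-NPs EC20 day 3, -0.30 for Ni-NPs EC50 day 3, 0.602 for NiNO3 EC50 day 7 and 0.926 for Ni-NPs EC20 day 7 after MedianCD; and 0.205 for NiNO3 EC50 day 3, -0.31 for Ni-NPs EC50 day 3 and 0.714 for Ni-NPs EC20 day 7 after SVCD. Under that filter, the number of treatments with a balance over 0.5 in size was 0 (against 2) after Median and 0 (against 1) after Quantile; the number of genes whose response differed between the days after SVCD was 1 (against 0) for Ni-NPs EC50; the number of no-variation genes was 4037 (against 6214) after SVCD.

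Without any filter on dim probes, 50 of 90 results were kept, and the numbers of DEGs that were not were 48 for NiNO3 EC20 day 3, 76 for NiNO3 EC50 day 3, 34 for Ni-NPs EC50 day 3, 31 for NiNO3 EC20 day 7, 116 for NiNO3 EC50 day 7 and 30 for Ni-NPs EC50 day 7 after Median; 151 for NiNO3 EC50 day 3, 12 for Ni-NPs EC20 day 3 and 1 for Ni-NPs EC20 day 7 after Quantile; and 160 for NiNO3 EC50 day 3, 23 for Ni-NPs EC20 day 3, 26 for Ni-NPs EC50 day 3, 56 for NiNO3 EC20 day 7 and 247 for NiNO3 EC50 day 7 after SVCD. Keeping the dim probes moved the median absolute fold change to 5.19 for NiNO3 EC20 day 3, 4.79 for NiNO3 EC50 day 3, 5.78 for Ni-NPs EC50 day 3, 5.96 for NiNO3 EC20 day 7, 4.65 for NiNO3 EC50 day 7, 6.18 for Ni-NPs EC20 day 7 and 5.85 for Ni-NPs EC50 day 7 after Median; 3.36 for NiNO3 EC50 day 3, 5.78 for Ni-NPs EC20 day 3, 7.56 for Ni-NPs EC20 day 7 and 4.24 for Ni-NPs EC50 day 7 after Quantile; and 5.07 for Ni-NPs EC20 day 3, 5.86 for Ni-NPs EC50 day 3, 6.69 for Ni-NPs EC20 day 7 and 4.1 for Ni-NPs EC50 day 7 after SVCD. Keeping the dim probes changed the balance to 0.294 for Ni-NPs EC50 day 3 and 1 for Ni-NPs EC20 day 7 after Median; 1 for Ni-NPs EC20 day 7 after Quantile; and 0.607 for NiNO3 EC20 day 7 and 1 for Ni-NPs EC20 day 7 after SVCD. For all probes together, the number of treatments with a balance over 0.5 in size was 2 (against 1) after Quantile and 6 (against 3) after SVCD; the number of genes whose response differed between the days after SVCD was 1 (against 2) for NiNO3 EC20 and 0 (against 2) for NiNO3 EC50; the number of no-variation genes was 3984 (against 6214) after SVCD; the between-condition variation was 0.0502 (against 0.0295) after Median.

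With the probes that had an outlier flag on any array left out, 117 of 118 results were kept, all 32 numbers of DEGs among them. Leaving out probes with an outlier flag changed the balance to 0.333 for Ni-NPs EC20 day 7 after SVCD.

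With the values of the deposited summary table in place of the scanner's, 117 of 118 results were kept, all 32 numbers of DEGs among them. The deposited summary table changed the balance to 0.333 for Ni-NPs EC20 day 7 after SVCD.

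With only the conditions of the same day normalized together, 103 of 112 results were kept, and the numbers of DEGs that were not were 97 for Ni-NPs EC20 day 3 and 48 for Ni-NPs EC50 day 7 after MedianCD; and 47 for Ni-NPs EC50 day 7 after SVCD. Normalizing each day apart changed the balance to 0.555 for NiNO3 EC50 day 3, 0.345 for Ni-NPs EC50 day 3, -0.021 for NiNO3 EC50 day 7 and 0.583 for Ni-NPs EC50 day 7 after MedianCD; and 0.0983 for NiNO3 EC50 day 7 and 0.617 for Ni-NPs EC50 day 7 after SVCD.

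With limma fitted to only the 6 arrays compared, 13 of 88 results were kept, and the numbers of DEGs that were not were 9, 16, 0, 7, 0, 70, 0 and 7 after Median; 5, 30, 0, 8, 0, 82, 0 and 18 after Quantile; 7, 24, 0, 8, 0, 98, 0 and 18 after MedianCD; and 6, 13, 0, 7, 0, 101, 0 and 18 after SVCD. Fitting limma to 6 arrays moved the median absolute fold change to 6.76 for NiNO3 EC20 day 3, 6.76 for NiNO3 EC50 day 3, 6.28 for Ni-NPs EC50 day 3, 4.14 for NiNO3 EC50 day 7 and 8.03 for Ni-NPs EC50 day 7 after Median; 7.0 for NiNO3 EC20 day 3, 6.06 for NiNO3 EC50 day 3, 6.67 for Ni-NPs EC50 day 3, 3.71 for NiNO3 EC50 day 7 and 4.39 for Ni-NPs EC50 day 7 after Quantile; 6.5 for NiNO3 EC20 day 3, 6.86 for NiNO3 EC50 day 3, 7.31 for Ni-NPs EC50 day 3 and 5.54 for Ni-NPs EC50 day 7 after MedianCD; and 6.93 for NiNO3 EC20 day 3, 6.7 for NiNO3 EC50 day 3, 6.7 for Ni-NPs EC50 day 3 and 5.58 for Ni-NPs EC50 day 7 after SVCD. Fitting limma to 6 arrays changed the balance to 0.333 for NiNO3 EC20 day 3, 1 for Ni-NPs EC50 day 3, 0.171 for NiNO3 EC50 day 7 and 1 for Ni-NPs EC50 day 7 after Median; -0.20 for NiNO3 EC20 day 3, 0.75 for Ni-NPs EC50 day 3, 0.22 for NiNO3 EC50 day 7 and 0.778 for Ni-NPs EC50 day 7 after Quantile; 0.143 for NiNO3 EC20 day 3, 0.50 for NiNO3 EC50 day 3, 1 for Ni-NPs EC50 day 3 and 1 for Ni-NPs EC50 day 7 after MedianCD; and 0 for NiNO3 EC20 day 3, 0.231 for NiNO3 EC50 day 3, 1 for Ni-NPs EC50 day 3 and 1 for Ni-NPs EC50 day 7 after SVCD. In these smaller fits, the number of treatments with a median absolute fold change above 2 was 5 (against 8) after Median, 5 (against 8) after Quantile, 5 (against 8) after MedianCD and 5 (against 8) after SVCD; the number of treatments with a balance over 0.5 in size was 2 (against 1) after Quantile and 2 (against 4) after MedianCD; the number of genes whose response differed between the days after SVCD was 0 (against 2) for NiNO3 EC20 and 1 (against 2) for NiNO3 EC50. limma found no DEG in 12 of these comparisons, with 581 to 3726 genes at an unadjusted p under 0.05. Of the named probes, contig02942 no longer passed the threshold, with an adjusted p of 0.0816, and the other 3 did.

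With the t-test that the methods name as the alternative to limma, 13 of 76 results were kept, and the numbers of DEGs that were not were 0, 1, 0, 1, 0, 3, 0 and 2 after Median; 0, 4, 0, 2, 0, 1, 0 and 1 after Quantile; 0, 1, 0, 6, 0, 8, 0 and 3 after MedianCD; and 0, 0, 0, 1, 1, 0, 1 and 2 after SVCD. The per-gene t-test, without pooling, moved the median absolute fold change to 7.77 for NiNO3 EC50 day 3 after Median; 3.8 for NiNO3 EC50 day 3, 1.65 for Ni-NPs EC50 day 3, 5.15 for NiNO3 EC50 day 7 and 4.17 for Ni-NPs EC50 day 7 after Quantile; 9.15 for NiNO3 EC50 day 3, 3.63 for NiNO3 EC50 day 7 and 4.6 for Ni-NPs EC50 day 7 after MedianCD; and 1.33 for Ni-NPs EC20 day 7 after SVCD. The per-gene t-test, without pooling, changed the balance to 1 for NiNO3 EC50 day 3, -1 for Ni-NPs EC50 day 3, -0.333 for NiNO3 EC50 day 7 and 1 for Ni-NPs EC50 day 7 after Median; 1 for NiNO3 EC50 day 7 and 1 for Ni-NPs EC50 day 7 after Quantile; 1 for NiNO3 EC50 day 3, 0.25 for NiNO3 EC50 day 7 and 1 for Ni-NPs EC50 day 7 after MedianCD; and 1 for Ni-NPs EC50 day 3, 1 for NiNO3 EC20 day 7, 1 for Ni-NPs EC20 day 7 and 1 for Ni-NPs EC50 day 7 after SVCD. By this test, the number of treatments with a median absolute fold change above 2 was 4 (against 8) after Median, 3 (against 8) after Quantile, 3 (against 8) after MedianCD and 3 (against 8) after SVCD; the number of treatments with a balance over 0.5 in size was 2 (against 1) after Quantile. The t-test found no DEG in 16 of these comparisons, with 760 to 3624 genes at an unadjusted p under 0.05. None of the 4 named probes passed the threshold in the t-test: adjusted p was 0.107 for contig07722, 0.0898 for GYUW2K402HVQN1, 0.0866 for contig21200 and 0.305 for contig02942.

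With the replicate number as a block in limma, 95 of 112 results were kept, and the numbers of DEGs that were not were 24 for Ni-NPs EC20 day 3 and 7 for Ni-NPs EC20 day 7 after Median; 7 for Ni-NPs EC20 day 7 after Quantile; 462 for Ni-NPs EC20 day 3 and 7 for Ni-NPs EC20 day 7 after MedianCD; and 7 for Ni-NPs EC20 day 7 after SVCD. The block on replicate number moved the median absolute fold change to 3.03 for Ni-NPs EC20 day 7 after Median; 2.95 for Ni-NPs EC20 day 7 after Quantile; 3.18 for Ni-NPs EC20 day 7 after MedianCD; and 3.2 for Ni-NPs EC20 day 7 after SVCD. The block on replicate number changed the balance to 0.714 for Ni-NPs EC20 day 7 after Median; 0.429 for Ni-NPs EC20 day 7 after Quantile; 0.714 for Ni-NPs EC20 day 7 after MedianCD; and 0.714 for Ni-NPs EC20 day 7 after SVCD. Blocked on the number, the number of treatments with a balance over 0.5 in size was 1 (against 2) after Median and 0 (against 1) after Quantile; the number of genes whose response differed between the days after SVCD was 1 (against 0) for Ni-NPs EC50. To test whether the replicate numbers pair treated and control arrays, the deviations from the condition means were correlated: over the 24 pairs of a treated and a control array with the same number, the correlation across genes ran from -0.237 to 0.427 with a median of 0.0484, and 9 pairs were over 0.1, so the numbers were not read as pairs.

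With the slide of each array as a block in limma, 64 of 112 results were kept, and the numbers of DEGs that were not were 39 for NiNO3 EC20 day 3, 65 for NiNO3 EC50 day 3, 16 for Ni-NPs EC50 day 3, 172 for NiNO3 EC50 day 7 and 7 for Ni-NPs EC20 day 7 after Median; 54 for NiNO3 EC20 day 3, 75 for NiNO3 EC50 day 3, 16 for Ni-NPs EC20 day 3, 15 for Ni-NPs EC50 day 3, 173 for NiNO3 EC50 day 7 and 10 for Ni-NPs EC20 day 7 after Quantile; 39 for NiNO3 EC20 day 3, 101 for NiNO3 EC50 day 3, 38 for Ni-NPs EC20 day 3, 16 for Ni-NPs EC50 day 3, 197 for NiNO3 EC50 day 7, 10 for Ni-NPs EC20 day 7 and 68 for Ni-NPs EC50 day 7 after MedianCD; and 39 for NiNO3 EC20 day 3, 86 for NiNO3 EC50 day 3, 17 for Ni-NPs EC20 day 3, 16 for Ni-NPs EC50 day 3, 209 for NiNO3 EC50 day 7 and 10 for Ni-NPs EC20 day 7 after SVCD. The block on slide moved the median absolute fold change to 4.19 for NiNO3 EC50 day 3, 5.25 for Ni-NPs EC50 day 3 and 10.1 for Ni-NPs EC20 day 7 after Median; 3.84 for NiNO3 EC50 day 3, 5.83 for Ni-NPs EC50 day 3, 3.08 for NiNO3 EC50 day 7 and 9.58 for Ni-NPs EC20 day 7 after Quantile; 5.85 for Ni-NPs EC50 day 3 and 9.36 for Ni-NPs EC20 day 7 after MedianCD; and 5.65 for Ni-NPs EC50 day 3 and 9.4 for Ni-NPs EC20 day 7 after SVCD. The block on slide changed the balance to 0.50 for Ni-NPs EC50 day 3, 0.186 for NiNO3 EC50 day 7 and 0.429 for Ni-NPs EC20 day 7 after Median; 0.733 for Ni-NPs EC50 day 3 and 0.40 for Ni-NPs EC20 day 7 after Quantile; 0.545 for NiNO3 EC50 day 3 and 0.60 for Ni-NPs EC20 day 7 after MedianCD; and 0.0769 for NiNO3 EC20 day 3, 0.75 for Ni-NPs EC50 day 3 and 0.60 for Ni-NPs EC20 day 7 after SVCD. Blocked on slide, the number of treatments with a balance over 0.5 in size was 0 (against 2) after Median; the number of genes whose response differed between the days after SVCD was 0 (against 2) for NiNO3 EC20 and 0 (against 2) for NiNO3 EC50.

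With no normalization, set against SVCD, 9 of 34 results were kept, and the numbers of DEGs that were not were 26, 39, 5, 14, 24, 152, 1 and 28. Unnormalized values moved the median absolute fold change to 5.08 for NiNO3 EC20 day 3, 4.85 for NiNO3 EC50 day 3, 6.0 for Ni-NPs EC20 day 3, 4.88 for Ni-NPs EC50 day 3, 5.03 for NiNO3 EC20 day 7, 3.75 for NiNO3 EC50 day 7 and 5.87 for Ni-NPs EC50 day 7. Unnormalized values changed the balance to 0.179 for NiNO3 EC50 day 3, 1 for Ni-NPs EC20 day 3, -0.143 for Ni-NPs EC50 day 3, 0.75 for NiNO3 EC20 day 7, 0.737 for NiNO3 EC50 day 7, 1 for Ni-NPs EC20 day 7 and 1 for Ni-NPs EC50 day 7. On the unnormalized scale, the number of treatments with a balance over 0.5 in size was 5 (against 3); the number of genes whose response differed between the days was 0 (against 2) for NiNO3 EC20 and 0 (against 2) for NiNO3 EC50. Unnormalized values shifted the share of over-expressed genes by more than 10 points for NiNO3 EC50 day 3 (23 over-expressed and 16 under-expressed, against 197 and 58), Ni-NPs EC50 day 3 (6 over-expressed and 8 under-expressed, against 38 and 20), NiNO3 EC20 day 7 (21 over-expressed and 3 under-expressed, against 62 and 33), NiNO3 EC50 day 7 (132 over-expressed and 20 under-expressed, against 311 and 106) and Ni-NPs EC20 day 7 (1 over-expressed and 0 under-expressed, against 1 and 1).

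With the 75th percentile of each array subtracted, set against SVCD, 23 of 34 results were kept, and the numbers of DEGs that were not were 21 for Ni-NPs EC20 day 3, 1 for Ni-NPs EC20 day 7 and 51 for Ni-NPs EC50 day 7. Subtracting the 75th percentile changed the balance to 0.068 for NiNO3 EC20 day 3, -0.0645 for NiNO3 EC50 day 3, 0.429 for Ni-NPs EC20 day 3, -0.256 for Ni-NPs EC50 day 3, 0.0707 for NiNO3 EC50 day 7, -1 for Ni-NPs EC20 day 7 and 0.569 for Ni-NPs EC50 day 7. On this scale, the number of genes whose response differed between the days was 4 (against 2) for NiNO3 EC50. Subtracting the 75th percentile shifted the share of over-expressed genes by more than 10 points for NiNO3 EC20 day 3 (55 over-expressed and 48 under-expressed, against 32 and 51), NiNO3 EC50 day 3 (87 over-expressed and 99 under-expressed, against 197 and 58), Ni-NPs EC20 day 3 (15 over-expressed and 6 under-expressed, against 41 and 1), Ni-NPs EC50 day 3 (29 over-expressed and 49 under-expressed, against 38 and 20), NiNO3 EC50 day 7 (197 over-expressed and 171 under-expressed, against 311 and 106), Ni-NPs EC20 day 7 (0 over-expressed and 1 under-expressed, against 1 and 1) and Ni-NPs EC50 day 7 (40 over-expressed and 11 under-expressed, against 101 and 5).

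With arrays scaled to the spike-in transcripts, set against SVCD, 11 of 33 results were kept, and the numbers of DEGs that were not were 23, 27, 14, 5, 20, 60, 0 and 18. Scaling to the spike-ins moved the median absolute fold change to 6.11 for NiNO3 EC20 day 3, 7.08 for NiNO3 EC50 day 3, 8.3 for Ni-NPs EC20 day 3, 8.81 for Ni-NPs EC50 day 3, 6.94 for NiNO3 EC20 day 7, 5.44 for NiNO3 EC50 day 7 and 6.8 for Ni-NPs EC50 day 7. Scaling to the spike-ins changed the balance to 0.826 for NiNO3 EC20 day 3, 1 for Ni-NPs EC20 day 3 and 0.90 for NiNO3 EC20 day 7. On the spike-in scale, the number of treatments with a balance over 0.5 in size was 6 (against 3); the number of genes whose response differed between the days was 0 (against 2) for NiNO3 EC20 and 0 (against 2) for NiNO3 EC50; the between-condition variation was 0.235 (against 0.142). limma found no DEG for Ni-NPs EC20 day 7, with 2383 genes at an unadjusted p under 0.05. Scaling to the spike-ins shifted the share of over-expressed genes by more than 10 points for NiNO3 EC20 day 3 (21 over-expressed and 2 under-expressed, against 32 and 51) and NiNO3 EC20 day 7 (19 over-expressed and 1 under-expressed, against 62 and 33).

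With normexp background correction of the median spot signal, an alternative chosen after the files had been seen, 54 of 118 results were kept, and the numbers of DEGs that were not were 34 for NiNO3 EC20 day 3, 62 for NiNO3 EC50 day 3, 16 for Ni-NPs EC50 day 3, 28 for NiNO3 EC20 day 7, 152 for NiNO3 EC50 day 7, 1 for Ni-NPs EC20 day 7 and 19 for Ni-NPs EC50 day 7 after Median; 41 for Ni-NPs EC20 day 3 and 1 for Ni-NPs EC20 day 7 after Quantile; 39, 74, 8, 15, 30, 2026, 1 and 18 after MedianCD; and 33 for NiNO3 EC20 day 3, 72 for NiNO3 EC50 day 3, 9 for Ni-NPs EC20 day 3, 15 for Ni-NPs EC50 day 3, 22 for NiNO3 EC20 day 7, 1 for Ni-NPs EC20 day 7 and 16 for Ni-NPs EC50 day 7 after SVCD. The normexp correction moved the median absolute fold change to 2.94 for Ni-NPs EC20 day 3 and 2.69 for Ni-NPs EC20 day 7 after Median; 1.82, 1.74, 1.82, 1.82, 1.75, 1.66, 2.67 and 2.02 after Quantile; 1.43 for NiNO3 EC50 day 7 and 2.84 for Ni-NPs EC20 day 7 after MedianCD; and 1.56 for NiNO3 EC50 day 7 and 2.8 for Ni-NPs EC20 day 7 after SVCD. The normexp correction changed the balance to -0.353 for NiNO3 EC20 day 3, -0.323 for NiNO3 EC50 day 3, -0.375 for Ni-NPs EC50 day 3, -0.461 for NiNO3 EC50 day 7 and -1 for Ni-NPs EC20 day 7 after Median; -0.22 for Ni-NPs EC20 day 3 and -1 for Ni-NPs EC20 day 7 after Quantile; 0.231 for NiNO3 EC20 day 3, -0.514 for NiNO3 EC50 day 3, 0 for Ni-NPs EC20 day 3, -0.333 for Ni-NPs EC50 day 3, 0.905 for NiNO3 EC50 day 7, -1 for Ni-NPs EC20 day 7 and -0.222 for Ni-NPs EC50 day 7 after MedianCD; and -0.528 for NiNO3 EC50 day 3, -0.111 for Ni-NPs EC20 day 3, -0.333 for Ni-NPs EC50 day 3, 0 for NiNO3 EC20 day 7, 0.587 for NiNO3 EC50 day 7, -1 for Ni-NPs EC20 day 7 and -0.125 for Ni-NPs EC50 day 7 after SVCD. With this correction, the number of treatments with a balance over 0.5 in size was 1 (against 2) after Median; the number of treatments with a median absolute fold change above 2 was 2 (against 8) after Quantile; the number of genes whose response differed between the days after SVCD was 0 (against 2) for NiNO3 EC20 and 1 (against 2) for NiNO3 EC50; the number of no-variation genes was 10168 (against 6214) after SVCD.

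With scan day as a block in limma, an alternative chosen after the files had been seen, 86 of 112 results were kept, and the numbers of DEGs that were not were 24 for Ni-NPs EC20 day 3 and 5 for Ni-NPs EC20 day 7 after Median; 640 for NiNO3 EC50 day 3, 599 for Ni-NPs EC20 day 3, 187 for Ni-NPs EC50 day 3, 578 for NiNO3 EC50 day 7 and 6 for Ni-NPs EC20 day 7 after MedianCD; and 398 for NiNO3 EC50 day 3, 73 for Ni-NPs EC20 day 3, 637 for NiNO3 EC50 day 7 and 6 for Ni-NPs EC20 day 7 after SVCD. The block on scan day moved the median absolute fold change to 5.2 for Ni-NPs EC20 day 7 after Median; 5.57 for Ni-NPs EC20 day 7 after Quantile; 3.62 for Ni-NPs EC20 day 7 after MedianCD; and 3.62 for Ni-NPs EC20 day 7 after SVCD. The block on scan day changed the balance to 0.0833 for Ni-NPs EC20 day 3, 0.20 for Ni-NPs EC20 day 7 and 0.279 for Ni-NPs EC50 day 7 after Median; -0.333 for Ni-NPs EC20 day 7 after Quantile; 0.784 for Ni-NPs EC50 day 7 after MedianCD; and 0.333 for Ni-NPs EC20 day 7 and 0.752 for Ni-NPs EC50 day 7 after SVCD. Blocked on scan day, the number of treatments with a balance over 0.5 in size was 0 (against 2) after Median and 0 (against 1) after Quantile; the number of genes whose response differed between the days after SVCD was 1 (against 2) for NiNO3 EC20 and 5 (against 2) for NiNO3 EC50.

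With only as many genes in the between-condition step as were read from Fig. 2a, an alternative chosen after the values had been seen, 38 of 62 results were kept, and the numbers of DEGs that were not were 801 for NiNO3 EC50 day 3, 741 for Ni-NPs EC20 day 3, 137 for NiNO3 EC20 day 7, 682 for NiNO3 EC50 day 7, 8 for Ni-NPs EC20 day 7 and 495 for Ni-NPs EC50 day 7 after MedianCD; and 907 for NiNO3 EC50 day 3, 1189 for Ni-NPs EC20 day 3, 167 for Ni-NPs EC50 day 3 and 173 for Ni-NPs EC50 day 7 after SVCD. The smaller between-condition step moved the median absolute fold change to 2.91 for Ni-NPs EC20 day 7 after MedianCD; and 1.89 for Ni-NPs EC20 day 3 after SVCD. The smaller between-condition step changed the balance to -0.541 for NiNO3 EC20 day 3, 0.868 for NiNO3 EC50 day 3, 0.664 for NiNO3 EC20 day 7, 0.736 for NiNO3 EC50 day 7, 0.75 for Ni-NPs EC20 day 7 and 0.98 for Ni-NPs EC50 day 7 after MedianCD; and 0.877 for NiNO3 EC50 day 3, 0.784 for Ni-NPs EC50 day 3, 0.639 for NiNO3 EC20 day 7 and 0.585 for NiNO3 EC50 day 7 after SVCD. Under this setting, the number of treatments with a balance over 0.5 in size was 7 (against 4) after MedianCD and 6 (against 3) after SVCD.

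With each array left out in turn, 747 of 1034 results were kept; of the 192 numbers of DEGs, 63 were, 112 fell and 17 rose by over 1.5 times. Leaving out 1 array of a comparison normalized by Median gave numbers of DEGs from 39 without treated array 1 to 110 without treated array 3 for NiNO3 EC20 day 3, 69 without treated array 3 to 152 without treated array 1 for NiNO3 EC50 day 3, 6 without treated array 2 to 51 without control array 1 for Ni-NPs EC20 day 3, 17 without treated array 1 to 41 without control array 1 for Ni-NPs EC50 day 3, 36 without control array 3 to 74 without treated array 3 for NiNO3 EC20 day 7, 136 without treated array 1 to 311 without treated array 3 for NiNO3 EC50 day 7, 0 without control array 1 to 4 without treated array 2 for Ni-NPs EC20 day 7 and 30 without control array 3 to 57 without control array 2 for Ni-NPs EC50 day 7. Quantile-normalized comparisons with 1 array fewer gave numbers of DEGs from 51 without treated array 1 to 157 without treated array 3 for NiNO3 EC20 day 3, 1.2e+02 without control array 2 to 199 without treated array 1 for NiNO3 EC50 day 3, 8 without control array 2 to 72 without control array 1 for Ni-NPs EC20 day 3, 24 without treated array 1 to 86 without control array 1 for Ni-NPs EC50 day 3, 44 without control array 3 to 86 without control array 2 for NiNO3 EC20 day 7, 161 without treated array 2 to 353 without treated array 3 for NiNO3 EC50 day 7 and 0 without control array 1 to 3 without treated array 2 for Ni-NPs EC20 day 7. MedianCD-normalized comparisons with 1 array fewer gave numbers of DEGs from 40 without treated array 1 to 164 without treated array 3 for NiNO3 EC20 day 3, 92 without treated array 3 to 508 without control array 3 for NiNO3 EC50 day 3, 7 without treated array 2 to 3059 without treated array 1 for Ni-NPs EC20 day 3, 24 without control array 2 to 77 without control array 3 for Ni-NPs EC50 day 3, 30 without control array 3 to 128 without treated array 1 for NiNO3 EC20 day 7, 160 without treated array 1 to 488 without control array 2 for NiNO3 EC50 day 7, 0 without control array 1 to 94 without treated array 1 for Ni-NPs EC20 day 7 and 38 without control array 1 to 616 without control array 2 for Ni-NPs EC50 day 7. SVCD-normalized comparisons with 1 array fewer gave numbers of DEGs from 40 without treated array 1 to 126 without treated array 3 for NiNO3 EC20 day 3, 79 without treated array 3 to 275 without control array 3 for NiNO3 EC50 day 3, 6 without treated array 2 to 812 without treated array 1 for Ni-NPs EC20 day 3, 17 without treated array 1 to 43 without control array 3 for Ni-NPs EC50 day 3, 36 without control array 3 to 122 without treated array 3 for NiNO3 EC20 day 7, 162 without treated array 1 to 527 without control array 2 for NiNO3 EC50 day 7, 0 without control array 1 to 147 without treated array 1 for Ni-NPs EC20 day 7 and 40 without control array 1 to 503 without control array 2 for Ni-NPs EC50 day 7.

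After Median with 1 array fewer, the median absolute fold change ran from 3.21 without treated array 1 to 3.67 without treated array 3 for NiNO3 EC50 day 3, 3.42 without treated array 3 to 3.82 without control array 3 for NiNO3 EC20 day 7 and 3.37 without treated array 2 for Ni-NPs EC20 day 7. After Quantile with 1 array fewer, the median absolute fold change ran from 2.96 without treated array 2 to 3.22 without control array 1 for NiNO3 EC50 day 3 and 2.65 without treated array 1 to 3.29 without treated array 2 for Ni-NPs EC20 day 7. After MedianCD with 1 array fewer, the median absolute fold change ran from 1.93 without treated array 1 to 4.93 without control array 2 for Ni-NPs EC20 day 3, 2.93 without control array 3 to 4.1 without control array 2 for Ni-NPs EC50 day 3, 2.58 without treated array 1 to 3.04 without treated array 2 for Ni-NPs EC20 day 7 and 2.25 without treated array 2 to 4.39 without control array 3 for Ni-NPs EC50 day 7. After SVCD with 1 array fewer, the median absolute fold change ran from 2.14 without treated array 1 to 5.31 without treated array 3 for Ni-NPs EC20 day 3, 2.33 without treated array 1 to 3.73 without treated array 2 for Ni-NPs EC20 day 7 and 2.33 without control array 2 to 4.23 without control array 3 for Ni-NPs EC50 day 7. After Median with 1 array fewer, the balance ran from -0.25 without control array 1 to 0.17 without control array 3 for NiNO3 EC20 day 3, -0.326 without control array 2 to 0.0947 without control array 3 for NiNO3 EC50 day 3, 0.333 without treated array 3 to 1 without treated array 2 for Ni-NPs EC20 day 3, -0.0244 without control array 1 to 0.419 without control array 3 for Ni-NPs EC50 day 3, 0.0541 without treated array 3 to 0.611 without control array 3 for NiNO3 EC20 day 7, -0.074 without treated array 3 to 0.176 without treated array 1 for NiNO3 EC50 day 7, 1 without treated array 2 for Ni-NPs EC20 day 7 and 0.474 without control array 2 to 0.886 without control array 1 for Ni-NPs EC50 day 7. After Quantile with 1 array fewer, the balance ran from -0.139 without control array 1 to 0.236 without treated array 3 for NiNO3 EC20 day 3, -0.159 without treated array 3 to 0.0526 without control array 3 for NiNO3 EC50 day 3, 0.0588 without treated array 3 to 0.75 without control array 1 for Ni-NPs EC20 day 3, -0.233 without control array 1 to 0.244 without control array 3 for Ni-NPs EC50 day 3, 0.0909 without treated array 3 to 0.545 without control array 3 for NiNO3 EC20 day 7, -0.0255 without treated array 3 to 0.182 without treated array 1 for NiNO3 EC50 day 7, 1 without treated array 1 for Ni-NPs EC20 day 7 and 0.375 without treated array 3 to 0.765 without control array 1 for Ni-NPs EC50 day 7. After MedianCD with 1 array fewer, the balance ran from -0.583 without control array 2 to 0.19 without treated array 2 for NiNO3 EC20 day 3, 0.326 without treated array 3 to 0.878 without control array 3 for NiNO3 EC50 day 3, 0.806 without treated array 3 to 1 without treated array 2 for Ni-NPs EC20 day 3, 0.417 without control array 2 to 0.871 without treated array 1 for Ni-NPs EC50 day 3, -0.528 without treated array 3 to 0.828 without treated array 1 for NiNO3 EC20 day 7, 0.0968 without control array 1 to 0.734 without control array 2 for NiNO3 EC50 day 7, 0.915 without treated array 1 to 1 without treated array 2 for Ni-NPs EC20 day 7 and 0.636 without treated array 3 to 0.994 without treated array 2 for Ni-NPs EC50 day 7. After SVCD with 1 array fewer, the balance ran from -0.536 without control array 2 to 0.20 without control array 3 for NiNO3 EC20 day 3, -0.038 without treated array 3 to 0.782 without control array 3 for NiNO3 EC50 day 3, 0.75 without control array 2 to 1 without treated array 2 for Ni-NPs EC20 day 3, 0.0667 without control array 2 to 0.721 without control array 3 for Ni-NPs EC50 day 3, -0.557 without treated array 3 to 0.802 without treated array 1 for NiNO3 EC20 day 7, 0.089 without control array 1 to 0.753 without control array 2 for NiNO3 EC50 day 7, 0.932 without treated array 1 to 1 without treated array 2 for Ni-NPs EC20 day 7 and 0.60 without treated array 3 to 0.989 without treated array 2 for Ni-NPs EC50 day 7. Across the arrays left out, the number of treatments with a balance over 0.5 in size after Median ran from 1 without Ni-NPs EC20 day 3 array 3 to 3 without Control day 7 array 3; the number of treatments with a balance over 0.5 in size after Quantile ran from 0 without Ni-NPs EC20 day 3 array 3 to 3 without Control day 7 array 3; the number of treatments with a balance over 0.5 in size after SVCD ran from 2 without Control day 3 array 1 to 6 without Control day 3 array 3; the number of genes with a different response to NiNO3 EC20 at the 2 days ran from 1 without Control day 3 array 1 to 2 without NiNO3 EC20 day 3 array 1; the number of genes with a different response to NiNO3 EC50 at the 2 days ran from 1 without Control day 3 array 1 to 17 without NiNO3 EC50 day 7 array 3; the number of no-variation genes of SVCD ran from 3795 without Ni-NPs EC20 day 7 array 3 to 7893 without Ni-NPs EC50 day 3 array 2. limma found no DEG for Ni-NPs EC20 day 7 in 17 of these fits, with 975 to 2942 genes at an unadjusted p under 0.05.

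Kept throughout were the between-condition variation after MedianCD and after SVCD with each array left out (0.113 to 0.182 after MedianCD and 0.112 to 0.168 after SVCD), the direction and the threshold of all 4 named probes with each array left out (log2 fold changes of 4.92 to 5.64 for contig07722, 4.13 to 4.63 for GYUW2K402HVQN1, -3.53 to -3.29 for contig21200 and -3.83 to -2.90 for contig02942), the between-condition variation and the number of no-variation genes under a threshold of 0.01 in the test that selects those genes, and the level relative to the spike-ins with all 10 of their transcripts.

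The comparison between normalizations also moved with the processing. Under the settings of the processing summary, 5 of 8 treatments had more DEGs after MedianCD than after Median and 6 of 8 had more after SVCD than after Median. With slide as a block the numbers were 6 and 6, with the stricter filter on background 7 and 8, with the normexp correction 4 and 3, with limma fitted to only the arrays compared 4 and 2, and with the t-test 3 and 2. With only the conditions of the same day normalized together they were 6 and 5, and the summed numbers of DEGs over the 8 treatments were 801 after Median, 1004 after Quantile, 964 after MedianCD and 903 after SVCD, against 801, 1020, 1309 and 1058.

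The normexp correction on the mean spot signal was not run, since the scanner files hold the median and not the mean signal; the correction on the median signal was run in its place. MedianCD without the filter on dim probes was not used, since its set of no-variation genes had not converged after 200 iterations. The t-test and the blocks gave no value for the between-condition variation, which they leave as it was, and a comparison without a DEG has no fold change or balance. Signal over background limits what the arrays can show: between 44.9% and 76.3% of the 43750 probes of an array were well above background, 17007 were so on all 30 arrays, and the choice of background correction also moved values of the probes well above background: under normexp the log2 fold changes were 3.36 for contig07722, 3.60 for GYUW2K402HVQN1, -1.86 for contig21200 and -2.48 for contig02942, against 5.24, 4.36, -3.43 and -3.31.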

Differences from the paper's values

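The values below set the 8 nickel treatments against the paper's figures, in which they were identified by the colours of the treatments and read by eye. In the paper these treatments were normalized together with the other conditions of the real dataset, and only the 30 nickel arrays are analysed here. Numbers and fold changes were counted as different when one was more than 1.5 times the other, and a balance when the sign changed or the paper's value lay outside the exact 95% binomial interval (Clopper-Pearson) of the value here, with 0.05 allowed for the reading. The alternatives counted below are those set before the data were examined; scan day as a block, the normexp correction on the median signal and the between-condition step with as many genes as in Fig. 2a were chosen only after values had been seen. No cause is assigned to any of these differences.

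Of the 31 numbers of DEGs that could be read, 12 differed, 9 of them lower here. After SVCD, Ni-NPs EC20 day 7 had 2 here and about 7 in Fig. 3a, a difference that closed under the stricter filter on background (7), the replicate block (7) and the slide block (10) and not under the other 9 alternatives, while it closed with treated array 2 left out; it also closed under scan day as a block (6), chosen after seeing the values. After MedianCD, Ni-NPs EC50 day 7 had 120 here and about 240 in Fig. 3a, a difference that closed under the stricter filter on background (332) and not under the other 7 alternatives, while it closed with treated array 2 left out. After Median, NiNO3 EC50 day 7 had 330 here and about 210 in Fig. 3a, a difference that closed under the slide block (172) and not under the other 8 alternatives, while it closed with control array 1, control array 2, control array 3 or treated array 3 left out; it also closed under the normexp correction (152), chosen after seeing the values. After Quantile, Ni-NPs EC20 day 3 had 27 here and about 12 in Fig. 3a, a difference that closed under no filter on dim probes (12), each day normalized apart (18) and the slide block (16) and not under the other 6 alternatives, while it closed with control array 2, control array 3, treated array 1, treated array 2 or treated array 3 left out. After MedianCD, Ni-NPs EC20 day 3 had 232 here and about 1600 in Fig. 3a, and none of the 8 alternatives closed the difference. After SVCD, Ni-NPs EC20 day 3 had 42 here and about 1500 in Fig. 3a, and none of the 12 alternatives closed the difference; it closed under as many genes between conditions as in Fig. 2a (1189), chosen after seeing the values. After Quantile, NiNO3 EC50 day 3 had 249 here and about 150 in Fig. 3a, a difference that closed under no filter on dim probes (151) and each day normalized apart (215) and not under the other 7 alternatives, while it closed with any 1 of the 6 arrays left out. After MedianCD, NiNO3 EC50 day 3 had 332 here and about 1900 in Fig. 3a, and none of the 8 alternatives closed the difference. After SVCD, NiNO3 EC50 day 3 had 255 here and about 1700 in Fig. 3a, and none of the 12 alternatives closed the difference. After Median, Ni-NPs EC50 day 3 had 57 here and about 110 in Fig. 3a, a difference that closed under the replicate block (82) and not under the other 8 alternatives; it also closed under scan day as a block (82), chosen after seeing the values. After MedianCD, Ni-NPs EC50 day 3 had 82 here and about 2100 in Fig. 3a, and none of the 8 alternatives closed the difference. After SVCD, Ni-NPs EC50 day 3 had 58 here and about 2300 in Fig. 3a, and none of the 12 alternatives closed the difference.

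For the median absolute fold change, 6 of 32 values differed, all higher here. After Median, Ni-NPs EC20 day 3 had 4.74 here and about 2.6 in Fig. 4, a difference that closed under the stricter filter on background (2.85), the replicate block (3.56) and the slide block (3.62) and not under the other 4 alternatives; it also closed under the normexp correction (2.94) and scan day as a block (3.36), chosen after seeing the values. After SVCD, Ni-NPs EC20 day 3 had 3.29 here and about 1.8 in Fig. 4, and none of the 10 alternatives closed the difference, while it closed with treated array 1 left out; it also closed under scan day as a block (2.61) and as many genes between conditions as in Fig. 2a (1.89), chosen after seeing the values. After Median, Ni-NPs EC20 day 7 had 4.27 here and about 2.5 in Fig. 4, a difference that closed under the stricter filter on background (3.66) and the replicate block (3.03) and not under the other 5 alternatives, while it closed with treated array 2 left out; it also closed under the normexp correction (2.69), chosen after seeing the values. After MedianCD, Ni-NPs EC20 day 7 had 4.07 here and about 2.5 in Fig. 4, a difference that closed under the stricter filter on background (2.12) and the replicate block (3.18) and not under the other 4 alternatives, while it closed with treated array 1 or treated array 2 left out; it also closed under the normexp correction (2.84), scan day as a block (3.62) and as many genes between conditions as in Fig. 2a (2.91), chosen after seeing the values. After SVCD, Ni-NPs EC20 day 7 had 4.77 here and about 2.5 in Fig. 4, a difference that closed under the stricter filter on background (2.71) and the replicate block (3.2) and not under the other 8 alternatives, while it closed with treated array 1 or treated array 2 left out; it also closed under the normexp correction (2.8) and scan day as a block (3.62), chosen after seeing the values. After SVCD, Ni-NPs EC50 day 3 had 2.95 here and about 1.7 in Fig. 4, a difference that closed under the t-test (2.17) and not under the other 11 alternatives; it also closed under as many genes between conditions as in Fig. 2a (2.2), chosen after seeing the values.

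For the balance, 15 of 32 values differed, 14 of them lower here. A balance over few DEGs has a wide interval, which can hold the paper's value however far off the balance itself is, so closing says little where an alternative leaves few DEGs, as with the t-test, limma on only the arrays compared and some of the fits with 1 array left out. Values that closed in this way although they lie farther from the paper's than the value here are marked as farther off. After Median, NiNO3 EC20 day 3 had -0.0227 here and about 0.07 in Fig. 5, a difference that closed under the stricter filter on background (0.0526), limma on only the arrays compared (0.333, farther off) and the slide block (0.0769) and not under the other 5 alternatives, while it closed with control array 3 (farther off), treated array 2 or treated array 3 (farther off) left out; it also closed under scan day as a block (0.0824), chosen after seeing the values. After MedianCD, NiNO3 EC20 day 7 had 0.271 here and about 0.57 in Fig. 5, and none of the 6 alternatives closed the difference, while it closed with control array 2, control array 3 or treated array 2 left out; it also closed under as many genes between conditions as in Fig. 2a (0.664), chosen after seeing the values. After SVCD, NiNO3 EC20 day 7 had 0.305 here and about 0.62 in Fig. 5, a difference that closed under no filter on dim probes (0.607), the t-test (1, farther off), no normalization (0.75) and scaling to the spike-ins (0.90) and not under the other 7 alternatives, while it closed with control array 2, control array 3 or treated array 2 left out; it also closed under as many genes between conditions as in Fig. 2a (0.639), chosen after seeing the values. After Median, NiNO3 EC50 day 3 had -0.0562 here and about 0.06 in Fig. 5, a difference that closed under limma on only the arrays compared (0) and the t-test (1, farther off) and not under the other 7 alternatives, while it closed with control array 1 or control array 3 left out. After Quantile, NiNO3 EC50 day 3 had -0.0201 here and about 0.13 in Fig. 5, a difference that closed under each day normalized apart (0.00465), limma on only the arrays compared (0.0667), the t-test (0) and the slide block (0.040) and not under the other 5 alternatives, while it closed with control array 1, control array 3 or treated array 2 left out. After MedianCD, NiNO3 EC50 day 3 had 0.687 here and about 0.95 in Fig. 5, a difference that closed under the t-test (1) and not under the other 7 alternatives. After SVCD, NiNO3 EC50 day 3 had 0.545 here and about 0.93 in Fig. 5, and none of the 11 alternatives closed the difference. After Median, NiNO3 EC50 day 7 had 0.0182 here and about 0.16 in Fig. 5, a difference that closed under limma on only the arrays compared (0.171) and the slide block (0.186) and not under the other 7 alternatives, while it closed with control array 2, control array 3 (farther off), treated array 1 or treated array 2 left out. After Quantile, NiNO3 EC50 day 7 had 0.11 here and about 0.29 in Fig. 5, a difference that closed under limma on only the arrays compared (0.22), the t-test (1, farther off) and the slide block (0.179) and not under the other 6 alternatives, while it closed with treated array 1 left out. After MedianCD, NiNO3 EC50 day 7 had 0.431 here and about 0.68 in Fig. 5, a difference that closed under the t-test (0.25, farther off) and not under the other 7 alternatives, while it closed with control array 2 or treated array 2 left out. After SVCD, NiNO3 EC50 day 7 had 0.492 here and about 0.62 in Fig. 5, a difference that closed under no filter on dim probes (0.53), limma on only the arrays compared (0.525), no normalization (0.737) and scaling to the spike-ins (0.567) and not under the other 7 alternatives, while it closed with treated array 2 left out; it also closed under the normexp correction (0.587) and as many genes between conditions as in Fig. 2a (0.585), chosen after seeing the values. After Median, Ni-NPs EC50 day 3 had 0.0175 here and about -0.09 in Fig. 5, a difference that closed under the stricter filter on background (-0.211, farther off), the t-test (-1, farther off) and the replicate block (-0.122) and not under the other 6 alternatives, while it closed with control array 1 left out; it also closed under the normexp correction (-0.375, farther off) and scan day as a block (-0.0244), chosen after seeing the values. After Quantile, Ni-NPs EC50 day 3 had -0.0811 here and about 0.13 in Fig. 5, a difference that closed under no filter on dim probes (0.0303), limma on only the arrays compared (0.75, farther off) and the t-test (0) and not under the other 6 alternatives, while it closed with control array 2, control array 3, treated array 1, treated array 2 or treated array 3 left out. After MedianCD, Ni-NPs EC50 day 3 had 0.634 here and about 0.96 in Fig. 5, a difference that closed under limma on only the arrays compared (1), the t-test (0.667) and the slide block (0.75) and not under the other 5 alternatives, while it closed with treated array 1 left out. After SVCD, Ni-NPs EC50 day 3 had 0.31 here and about 0.96 in Fig. 5, a difference that closed under limma on only the arrays compared (1), the t-test (1) and the slide block (0.75) and not under the other 9 alternatives.

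The number of no-variation genes was about 1100 after MedianCD and about 970 after SVCD in Fig. 2a, and 7108 and 6214 here, out of 24653 genes here; none of the alternatives closed either difference, with 4 for MedianCD and 5 for SVCD. The between-condition variation was about 0.29 after MedianCD and about 0.24 after SVCD in Fig. 2a, and 0.15 and 0.142 here. The difference after MedianCD closed under the stricter filter on background (0.206) and not under the other 3 alternatives; it also closed under as many genes between conditions as in Fig. 2a (0.203), chosen after seeing the values. After SVCD it closed under scaling to the spike-ins (0.235) and not under the other 5 alternatives; that scaling takes the place of SVCD and leaves a standard deviation of 0.479 between arrays of one condition, and the conditions did not differ beyond arrays assigned at random (permutation p = 0.683), so this closing says little. The difference after SVCD also closed when Ni-NPs EC50 day 7 array 2 was left out, and under as many genes between conditions as in Fig. 2a (0.17), chosen after seeing the values.

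In the text, the paper reports a balance over 0.5 in size after SVCD for more than 71% of its 42 treatments, and here the share was 37.5%, 3 of the 8 nickel treatments. It closed under the stricter filter on background (4 of 8), no filter on dim probes (6 of 8), the t-test (4 of 8), the replicate block (4 of 8), the slide block (4 of 8), no normalization (5 of 8) and scaling to the spike-ins (6 of 8) and not under the other 5 alternatives, and under scan day as a block (4 of 8) and as many genes between conditions as in Fig. 2a (6 of 8), both chosen after seeing the values. A share of 4 of 8 is within 1.5 times of the paper's value but still below it. After SVCD the t-test left at most 2 DEGs for a treatment, so the size of its balances is largely fixed by the few genes and tells little. The difference also closed with 1 array left out for 13 of the 30 arrays, namely Control day 3 array 3, NiNO3 EC20 day 3 array 3, NiNO3 EC50 day 3 array 1, NiNO3 EC50 day 3 array 2, NiNO3 EC50 day 3 array 3, Ni-NPs EC20 day 3 array 1, Control day 7 array 2, NiNO3 EC20 day 7 array 1, NiNO3 EC20 day 7 array 2, NiNO3 EC20 day 7 array 3, Ni-NPs EC20 day 7 array 1, Ni-NPs EC20 day 7 array 2 and Ni-NPs EC20 day 7 array 3.

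The paper's statement that far more DEGs were found after MedianCD and SVCD for most treatments, sometimes by over an order of magnitude, covers all 42 treatments. Over the 8 nickel treatments, the number after MedianCD was more than 1.5 times that after Median for 3 and more than 10 times for 1, and the number after SVCD was more than 1.5 times that after Median for 2 and more than 10 times for 0.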

Other observations

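The tests chosen only after the result had been seen were those of the brightness of arrays in mixed groups, of the brightness before normalization against the level after it, of the slide for the level before normalization, of the amount or labelling of the spike-in mix, and the between-condition step with as many genes as in Fig. 2a.

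Chance was tested for the number of DEGs of each treatment by comparing all 10 splits of its 3 treated and 3 control arrays into groups of 3. This design cannot give a share of splits under 0.1, so by the splits of a single treatment chance cannot be excluded for any treatment or normalization. Over all treatments, 2 of the 72 mixed splits gave any call after Median. After Median and after Quantile, 1 split, the real one, had the highest number in 7 of the treatments, and for NiNO3 EC20 day 7 it was 2 splits. After MedianCD, the number of splits with at least as many DEGs was 2 for Ni-NPs EC20 day 3, 3 for NiNO3 EC20 day 7, 5 for Ni-NPs EC20 day 7, 2 for Ni-NPs EC50 day 7, and 1 for the other treatments. After SVCD it was 2, 3, 3 and 2 for these treatments and 1 for the others.

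Several splits that mix treated and control arrays gave many calls after MedianCD and SVCD. Over the 72 mixed splits, MedianCD gave 31971 calls with a highest number of 7375, and SVCD 24929 with a highest number of 6329. Median gave 1117 and Quantile 1048, nearly all from a single split. More than 1000 calls were made in 7 mixed splits after MedianCD, 5 after SVCD and 1 each after Median and Quantile. For Ni-NPs EC20 day 3, the split that sets control replicate 3 and treated replicates 2 and 3 apart gave 7375 calls after MedianCD and 5870 after SVCD, against 232 and 42 for the real split. It follows a technical batch, since those 3 arrays were on slides 7 and 8 and the other 3 on slide 3. With slide as a block, the real comparison gave 38 DEGs after MedianCD and 17 after SVCD. Median and Quantile gave 0 calls by limma for this mixed split. A candidate explanation is that a difference in brightness between single arrays is kept as if it were a difference between conditions. If so, the calls should be higher in the group that was brighter before normalization. Of the calls over all mixed splits, 93.8% after MedianCD and 98.2% after SVCD were, against 33.2% after Median and 32.3% after Quantile. The brighter group also had the higher level of all genes in 55 of 72 mixed splits after MedianCD and in 59 after SVCD. An exception was a mixed split of Ni-NPs EC20 day 7 with 1570 calls after MedianCD, of which 15 were higher in the brighter group. The splits share arrays, so no p-value is given. A real difference between animals of one condition in the amount of their mRNA would give the same pattern and was not tested.

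The level of all genes after MedianCD and SVCD was compared, over the 10 conditions, with the level before normalization. Brightness of the arrays before normalization was tested as an explanation. The correlation was r = 0.814 after MedianCD (Spearman's rho = 0.891) and r = 0.882 after SVCD (rho = 0.867). Without the 2 conditions farthest from the median it was 0.767 and 0.810. With the level before normalization taken only from the 22 arrays of the first scan day, it was 0.737 and 0.817. The level after normalization was still that of all arrays, so these values do not take scan day out. The other scan days held 5 and 3 arrays, too few for a value. Both levels hold the signal of the same arrays, so 0 is not the value to expect without a relation, and no p-value is given. In groups of 3 arrays drawn at random, a comparison added after the values had been seen, the median of r was 0.521 after MedianCD (from -0.797 to 0.939) and 0.208 after SVCD (from -0.907 to 0.955), and r was at least as large as in the real conditions in 21 of 91 assignments after MedianCD and in 6 of 85 after SVCD, with 8 and 14 more that had not converged. After Median the correlation was -0.635 (rho = -0.685) and -0.717 without the 2 farthest conditions. It was -0.714 with the level before normalization taken only from the first scan day. Whether brightness lies behind the level after MedianCD or SVCD cannot be told from these values, since a real difference in the expression level of all genes between the conditions would give a relation as well.

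Before normalization, the level of all genes differed between conditions with a standard deviation of 0.186, where the spread between arrays of one condition alone gives 0.15. Differences in brightness between arrays of one condition are a possible explanation of all of it, since the conditions did not differ beyond arrays assigned at random (permutation p = 0.202). The slide of the arrays was tested as a further explanation. Slides differed with F = 6.62 (permutation p = 0.00017), and still did with the conditions taken out (F = 5.00, permutation p = 0.00812), while the conditions with the slides taken out gave F = 1.43 (permutation p = 0.286). Slide means are therefore a likely part of the difference in brightness. Exposure to nickel stays open as another part, since conditions were spread unevenly over the slides.

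Chance was also tested for the between-condition variation, by assigning the 30 arrays at random to 10 groups of 3. Of 92 assignments for which MedianCD converged, 3 gave a variation at least as large as the real one, the real one included, and of 86 for SVCD, 2 did. The random assignments had medians of 0.0408 (from 0.0149 to 0.216) and 0.0184 (from 0.00704 to 0.186). MedianCD had not converged for 8 further assignments and SVCD for 14. Were these counted as equally large, the share would pass 0.05, so chance cannot be excluded.

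Relative to the spike-in transcripts, which the study used for quality control, the level of all genes did not differ between the 10 conditions beyond arrays assigned at random (F = 0.724, permutation p = 0.683). With all 10 transcripts in place of the 7 usable ones the result was the same (F = 0.661, permutation p = 0.734). Each treatment was compared with its control in an exact permutation test of 3 arrays against 3, which cannot give a p under 0.1. Only NiNO3 EC50 day 7 reached that value, with a level higher by 0.36 on the log2 scale and all 3 treated arrays above every control array. The mean level was higher than in the control in all 8 treatments, by 0.06 to 0.72 (0.12 to 0.64 with all 10 transcripts), but the 4 treatments of a day share their control arrays, so these are not 8 separate comparisons. The level relative to the spike-ins was not related to the level found by MedianCD (r = 0.185, permutation p = 0.609; rho = 0.212, permutation p = 0.561; r = 0.207 without the 2 farthest conditions) or by SVCD (r = 0.214, permutation p = 0.553; rho = 0.152, permutation p = 0.682; r = 0.265 without them). With the level relative to the spike-ins taken only from the first scan day, r was 0.203 and 0.235. The level after MedianCD or SVCD was still that of all arrays. With all 10 transcripts it was 0.26 after MedianCD (permutation p = 0.471; rho = 0.503, permutation p = 0.143; r = 0.0474 without the 2 farthest conditions) and 0.277 after SVCD (permutation p = 0.439; rho = 0.455, permutation p = 0.191; r = 0.101 without them). The adjusted p over these 4 relations was 0.609 for each r, 0.682 for rho with the 7 transcripts and 0.381 with all 10. The amount of spike-in mix, or its labelling, may differ between arrays of one condition and hide such a relation: the standard deviation within conditions of the spike-in level was 2.43 times that of the gene level. The spike-ins therefore leave open whether the level of all genes differed.

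After SVCD, fewer DEGs were found here than Fig. 3a shows for NiNO3 EC50, Ni-NPs EC20 and Ni-NPs EC50 at day 3. A candidate explanation is that more genes were used as no-variation genes in the between-condition step. With only as many genes in that step as in Fig. 2a, the numbers rose from 255 to 907, from 42 to 1189 and from 58 to 167. For NiNO3 EC50 and Ni-NPs EC50 the larger part of the gap stayed. After MedianCD, where Fig. 3a shows more DEGs as well, the numbers rose from 332 to 801 and from 232 to 741, but fell from 82 to 59 for Ni-NPs EC50, which argues against this explanation for the last number. The slides were tested as another explanation, and with slide as a block the numbers were 86, 17 and 16. The block lowered 23 of the 32 numbers over all treatments and normalizations, so a fall under it cannot tell whether the slides contributed to the gap. What the remaining gap comes from stays open; the other arrays, which the paper normalized together with these, were not analysed here.

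More genes were selected as no-variation genes here than in Fig. 2a. The number of conditions normalized together was tested with random sets of 4, 6 and 8 conditions. The median number of no-variation genes was 3931.5, 4428 and 6607.5 after MedianCD, with 7108 for all 10 conditions, and 3587.5, 3181.5 and 5414.5 after SVCD, with 6214 for all 10. It fell at 0 of the 3 steps after MedianCD and at 1 after SVCD, but sets of one size ranged from 922 to 23764 after MedianCD and from 993 to 23742 after SVCD. The number of conditions cannot be told apart from the choice of conditions. The number of probes analysed was tested as another explanation: among the 17007 probes well above background on all arrays, fewer than the paper analysed, 4782 and 4037 were still selected, which argues against it as the whole cause.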
